# Pansclerotic morphea is characterized by IFN-**γ** responses priming dendritic cell fibroblast crosstalk to promote fibrosis

**DOI:** 10.1172/jci.insight.171307

**Published:** 2023-08-22

**Authors:** Enze Xing, Feiyang Ma, Rachael Wasikowski, Allison C. Billi, Mehrnaz Gharaee-Kermani, Jennifer Fox, Craig Dobry, Amanda Victory, Mrinal K. Sarkar, Xianying Xing, Olesya Plazyo, Henry W. Chen, Grant Barber, Heidi Jacobe, Pei-Suen Tsou, Robert L. Modlin, John Varga, J. Michelle Kahlenberg, Lam C. Tsoi, Johann E. Gudjonsson, Dinesh Khanna

**Keywords:** Dermatology, Inflammation, Cellular immune response, Fibrosis, Skin

## Abstract

Pansclerotic morphea (PSM) is a rare, devastating disease characterized by extensive soft tissue fibrosis, secondary contractions, and significant morbidity. PSM pathogenesis is unknown, and aggressive immunosuppressive treatments rarely slow disease progression. We aimed to characterize molecular mechanisms driving PSM and to identify therapeutically targetable pathways by performing single-cell and spatial RNA-Seq on 7 healthy controls and on lesional and nonlesional skin biopsies of a patient with PSM 12 months apart. We then validated our findings using immunostaining and in vitro approaches. Fibrotic skin was characterized by prominent type II IFN response, accompanied by infiltrating myeloid cells, B cells, and T cells, which were the main IFN-γ source. We identified unique *CXCL9^+^* fibroblasts enriched in PSM, characterized by increased chemokine expression, including *CXCL9*, *CXCL10*, and *CCL2*. *CXCL9^+^* fibroblasts were related to profibrotic *COL8A1*^+^ myofibroblasts, which had enriched TGF-β response. In vitro, TGF-β and IFN-γ synergistically increased *CXCL9* and *CXCL10* expression, contributing to the perpetuation of IFN-γ responses. Furthermore, cell-to-cell interaction analyses revealed cDC2B DCs as a key communication hub between *CXCL9*^+^ fibroblasts and *COL8A1*^+^ myofibroblasts. These results define PSM as an inflammation-driven condition centered on type II IFN responses. This work identified key pathogenic circuits between T cells, cDC2Bs, and myofibroblasts, and it suggests that JAK1/2 inhibition is a potential therapeutic option in PSM.

## Introduction

Pansclerotic morphea (PSM) is an extremely rare, difficult-to-treat disease, with a prevalence of less than 1 per 10,000,000 (1, 2). Limited knowledge exists on its pathogenesis, likely due to its rarity. PSM is clinically and epidemiologically distinct from other subtypes of morphea and systemic sclerosis (SSc), despite similarities in the skin manifestations of these diseases. Morphea occurs in 0.4–2.7 cases per 100,000 people (1, 3). As the rarest subtype of morphea, PSM is characterized by near-total body involvement of deeply sclerotic lesions. It is distinct from other subtypes of morphea due to extensive body involvement of sclerosis as well as the extension of lesions into s.c. fat and soft tissue, a phenotype that produces the associated morbidity (3, 4). However, despite its capacity to affect deeper s.c. tissues, fibrosis of the internal organs is not seen in patients with PSM, a clear differentiation from SSc (5). Furthermore, whereas SSc and morphea predominantly affect female patients, male patients are more likely to develop PSM (4, 6). These parallel but disparate presentations likely reflect differences in the immunological interplay underlying the pathogenesis of these diseases.

Many case reports have described the presentation, diagnosis, and potential therapeutic options for patients with PSM. However, there are no publications to date that describe the underlying disease mechanisms. Thus, this study sought to provide a detailed characterization of the cellular and molecular players underlying PSM’s pathogenesis using single-cell and spatial RNA-Seq approaches, and it helps identify therapeutically targetable pathogenic mechanisms, as well as to provide a resource for future investigations into this devastating disease.

## Results

### Single-cell RNA-Seq (scRNA-Seq) identifies diverse skin and immune cell populations from healthy controls and lesional and nonlesional skin from patients with PSM.

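Skin cells from epidermis and dermis were profiled together by droplet-based scRNA-Seq, in which unique molecular identifiers count the transcripts of each gene in each cell. Of the study's libraries, 7 were analysed here: 2 from lesional PSM skin, 2 from nonlesional PSM skin and 3 from HC skin. A lesional and a nonlesional library that were taken as belonging together are called pair A and pair B, with no statement on which was earlier, and the HC libraries are called C, D and E. The other HC libraries were not analysed here. The paper describes a single patient with PSM, whereas the submitters' description of the series speaks of 2 patients. By the paper's account all PSM libraries come from 1 patient, so disease and donor cannot be told apart, and the p-values measure the spread between biopsies and not between patients. The authors aligned the reads to GRCh38 (hg38) with Cell Ranger, and the deposited values are unnormalized transcript counts per gene and cell. The headers of the matrices name Cell Ranger 4.0.0 for the HC libraries, 5.0.0 for pair A and 6.1.0 for pair B, so the software version follows the division into PSM and HC skin. The matrices held 2151, 6334 and 2674 barcodes in HC libraries C, D and E, 1750 and 4045 in lesional libraries A and B, and 1442 and 4693 in nonlesional libraries A and B. Their transcripts summed to 20291322, 31008997 and 12778965 in the HC libraries, 13465305 and 33873310 in the lesional libraries, and 12798427 and 47193983 in the nonlesional libraries. The paper merged its libraries with the aggr step of Cell Ranger, which the deposited matrices do not include and which was not repeated. Cells were filtered by the paper's limits and clustered on 2000 variable genes and 30 principal components, with a Harmony correction for the library and a resolution of 0.6. For tests of expression, counts were summed per library and cell type and compared with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over all genes tested, so that libraries and not cells were the replicates. The paper took single cells as replicates. Levels are given in CPM, counts scaled to 1000000 per library and cell type, after TMM normalization where a fold change stands beside them and without it where single libraries, cell clusters or receptors are listed.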

To compare the cellular composition and cell states of healthy control (HC) skin and lesional and nonlesional skin from patients with PSM, we performed scRNA-Seq from single-cell suspensions of biopsies from 7 HC donors and lesional and nonlesional skin from a single patient with PSM (Figure 1A) at 2 different time points, 12 months apart. The resulting single-cell data set comprised a total of 11,903 cells, with an average of 2,058 genes and 6,219 transcripts detected per cell. 

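In the 7 libraries, 19866 of 23089 barcodes passed the limits of at least 500 transcripts and 100 genes and at most 100000 transcripts and 15% mitochondrial transcripts. These cells had a mean of 2214 genes and 8325 transcripts. HC libraries C, D and E kept 1739, 5650 and 2124 cells, lesional libraries A and B kept 1431 and 3460, and nonlesional libraries A and B kept 1117 and 4345. The median number of transcripts per cell was 9085, 4358 and 4945.5 in the HC libraries, 5321 and 8524 in the lesional libraries, and 9243 and 10220 in the nonlesional libraries. Scrublet marked 311 cells as doublets, between 0.0699% and 2.30% of a library, and these were left in, because the paper names no doublet step.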

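Among the 19866 cells, 5265 were FBs, 3116 T cells, 2473 endothelial cells and 1985 pericytes or smooth muscle cells. Smaller types were 516 myeloid and B cells, 275 nerve cells and 247 mast cells. The epidermis and its appendages gave 5487 keratinocytes, 136 melanocytes and 79 eccrine cells, and another 192 cells were cycling and 95 were adipocytes. Graph clustering gave 27 clusters, and each was named by the markers that stood out in it, with at least 3 markers of a type present in at least 25% of its cells at a log2 fold of at least 1 against the remaining cells. FB clusters carried the collagen genes COL1A1 and COL3A1 or the proteoglycan genes DCN and LUM, T cell clusters the CD3 chains CD3D, CD3E and CD3G, and endothelial clusters PECAM1 and VWF or the lymphatic genes PROX1 and LYVE1. The red blood cell genes and those of skeletal muscle and hair follicle named no cluster.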

Visualization using Uniform Manifold Approximation and Projection (UMAP) revealed 19 distinct cell clusters (Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.171307DS1) that were annotated as 7 distinct major cell types (Figure 1B), including fibroblasts (FBs), T cells, myeloid + B cells, mast cells, pericytes (Supplemental Figure 2), nerve cells, and endothelial cells (Supplemental Figure 3). 

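Lesional skin supplied 1181 of the T cells, nonlesional skin 405 and HC skin 1530. With the cells of each condition divided by that condition's total of cells other than keratinocytes, melanocytes and eccrine cells, and the 3 conditions scaled to 100% for each type, lesional skin accounted for 50.7% of T cells, nonlesional skin for 22.0% and HC skin for 27.3%. FBs went the other way, with 19.6% from lesional, 37.1% from nonlesional and 43.3% from HC skin. Myeloid and B cells were drawn 44.4% from lesional, 21.7% from nonlesional and 33.9% from HC skin, and mast cells 40.8%, 36.3% and 22.9%. Endothelial cells were divided into 38.9%, 31.8% and 29.3%, pericytes into 29.0%, 41.8% and 29.2%, and nerve cells into 32.8%, 44.8% and 22.3%, in the same order of conditions. These percentages pool the libraries of a condition, so that the larger library of each condition weighs more. With all kept cells as the total, the values in the same order were 50.7%, 15.6% and 33.8% for T cells, 19.7%, 26.4% and 53.8% for FBs and 43.6%, 15.1% and 41.2% for myeloid and B cells.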

Each major cell group contained cells from lesional, nonlesional, and HC skin (Figure 1, C and D). Notably, lesional T cells clustered conspicuously away from nonlesional tissue and HC, while other cell types displayed more overlapping patterns between HC and PSM skin. 

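T cells made up 35.9% ± 6.67 of the cells outside the epidermis and its appendages in lesional skin (SD, n = 2 libraries), 15.9% ± 5.84 in nonlesional skin (SD, n = 2) and 15.4% ± 6.72 in HC skin (SD, n = 3). Both lesional libraries lay above all HC libraries (exact permutation test of the means, two-sided, p = 0.1, the smallest that 2 libraries against 3 allow). Myeloid and B cells were 4.79% ± 0.429 of lesional, 2.36% ± 0.321 of nonlesional and 3.53% ± 0.397 of HC cells, and here too both lesional libraries lay above all others (exact permutation p = 0.1 against HC skin). FBs, the matrix-producing cells of the dermis, were 19.1% ± 6.16 of lesional, 38.7% ± 6.76 of nonlesional and 42.5% ± 3.09 of HC cells, with both lesional libraries below all others. Mast cells were 2.47% ± 0.527 in lesional and 2.29% ± 2.61 in HC skin, a difference within the spread between libraries (exact permutation p = 1). The means of endothelial cells, 21.0% ± 1.19 against 18.4% ± 5.26, and of pericytes, 13.0% ± 0.498 against 14.7% ± 3.41, were likewise nearer to each other than the HC libraries were (exact permutation p = 0.8 and 0.6). Nerve cells were 2.10% ± 0.702 of lesional, 3.23% ± 1.72 of nonlesional and 1.38% ± 0.280 of HC cells. Lesional and nonlesional skin cannot be separated by such a test, since 2 libraries against 2 allow no p below 0.333. The difference between lesional and HC skin was -0.226 percentage points for pericytes without HC library C and -3.59 without D, and for nerve cells 1.22 without lesional library A and 0.224 without B. It changed sign for mast cells without HC library D (-0.659 percentage points), E (-0.486) or lesional library A (-0.192), and for endothelial cells without HC library D (-0.322).

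**Figure D1:**
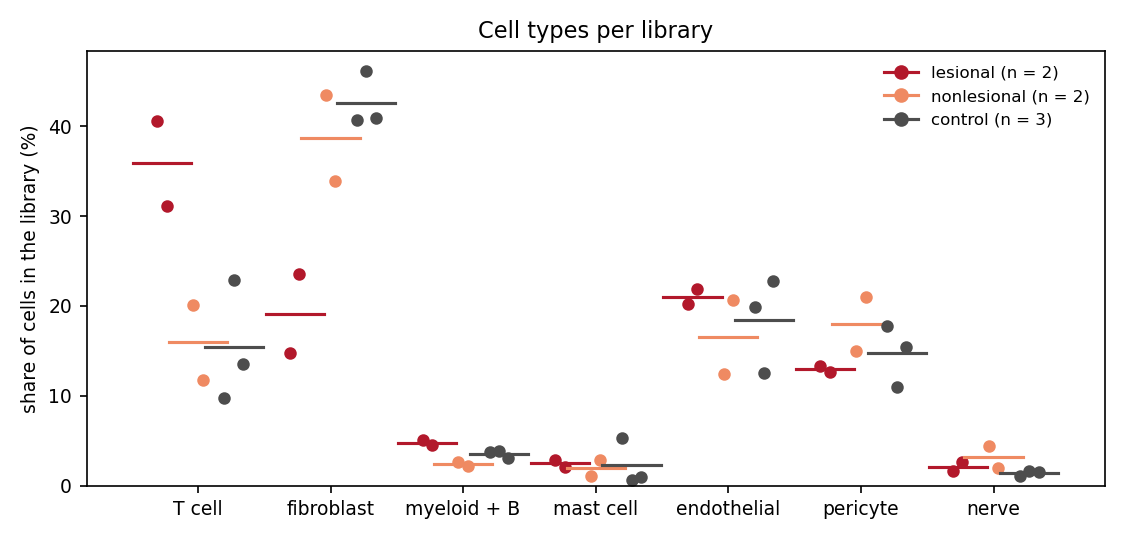
Share of each cell type in each library, in percent of the cells outside the epidermis and its appendages. Each point is a library and each line the mean of lesional, nonlesional or HC skin; for T cells the lesional mean is 35.9% and the HC mean 15.4%.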

Cell composition analysis revealed increased proportions of inflammatory cells in lesional skin relative to nonlesional and HC skin, especially for the T cell and myeloid + B cell populations (Figure 1E).

### T cells from lesional and nonlesional PSM skin exhibit increased IFN-γ expression.

To understand the fundamental transcriptional differences driving the separation between T cells of varying disease states, we performed subclustering of the 2,694 T cells from our scRNA-Seq data set. 

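Lesional T cells had more transcripts of some genes of T follicular help than HC T cells. CXCL13, which encodes a chemokine that attracts B cells, measured 682 ± 40.6 CPM in lesional T cells (SD, n = 2 libraries) and 0.704 ± 1.22 in HC T cells (SD, n = 3). Its log2 fold change was 8.89 (standard error 0.98, adjusted p = 0.000701 from edgeR). CXCL13 (ENSG00000156234) lies on chromosome 4 of GRCh38 from 77511753 to 77611834 in GENCODE v44. IL21, a cytokine of follicular helper cells that acts on B cells (ENSG00000138684, chromosome 4, 122610108 to 122621066), was higher by 4.36 on the log2 scale (standard error 0.76, adjusted p = 0.00781), although its adjusted p was 0.375 with DESeq2 and its value 8.52 without HC library D. TOX2, a transcription factor of follicular helper cells, rose from 1.81 ± 0.263 to 43.99 ± 1.89 CPM (log2 fold change 4.66, adjusted p = 0.000131). Of 16 tested genes of exhaustion and follicular help, 8 were higher and 0 lower (10 higher when adjusted over the list alone), LAG3, an inhibitory receptor, and CD200 among them (log2 fold changes 2.01 and 3.36). Of 28 genes of the type II IFN response, 10 were higher and 0 lower (15 adjusted over the list alone), including GBP5, a GTPase of host defence (1.98), and the transcription factor ETV7 (3.18, and 5.55 without HC library D). Tested as groups by fry of limma, neither list passed (adjusted p = 0.101 and 0.0943; adjusted p = 0.224 for both with an estimated correlation). The MHC class II list had 3 of 10 genes higher (5 adjusted over the list alone), HLA-DRA with a log2 fold change of 1.74, whereas CD74, the invariant chain, had 0.25 (standard error 0.30, adjusted p = 0.736) and -0.04 without lesional library A. Among 13 T cell cytokines IL21 and TNFSF4 were higher and CSF2 and CD40LG lower (3 higher and 5 lower adjusted over the list alone). In all, edgeR called 185 genes higher and 189 lower of 8866 tested. The total of 374 fell to 211 without HC library C, 145 without D, 166 without E and 137 without lesional library A.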

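Beyond these lists, IL1RL1, the receptor of IL-33, was listed at 0 in all HC T cells and at 27.1 ± 9.43 CPM in lesional T cells (SD, n = 2 libraries, adjusted p = 0.000995 from edgeR). IGFL2, a growth factor-like gene, was also at 0 in HC T cells and at 17.4 ± 7.37 in lesional T cells. PMCH, which encodes a neuropeptide precursor, had a log2 fold change of 6.30 (standard error 1.02, adjusted p = 0.00539), and CDO1, a cysteine dioxygenase, one of 6.18 (standard error 0.78, adjusted p = 0.0013). In the other direction, GPR15, a homing receptor, fell from 58.6 ± 5.94 to 2.76 ± 2.50 CPM and TGFBR3, a coreceptor of TGF-β, from 54.1 ± 4.68 to 3.71 ± 1.97 (log2 fold changes -4.56 and -3.94). CSF2, which encodes GM-CSF, had a log2 fold change of -4.16 (standard error 0.73, adjusted p = 0.00781), the amino acid transporter SLC16A10 one of -4.19 and LRRN3 one of -4.57. FGFBP2, a gene of cytotoxic cells, was at 0 in lesional T cells and at 18.6 ± 15.9 CPM in HC T cells (adjusted p = 0.0331). TGFB1 itself (ENSG00000105329, chromosome 19, 41301587 to 41353922) was lower in lesional T cells, with 164 ± 26.1 against 412 ± 63.4 CPM (log2 fold change -1.33, adjusted p = 0.0164). One granzyme gene of 11 cytotoxic genes, GZMH, was higher (3 higher and 1 lower adjusted over the list alone), 2 of 23 genes of the type I IFN response were higher (6 adjusted over the list alone) and 2 of 13 chemokines. Of 22 named genes that passed edgeR's test, 2 no longer did without HC library C (adjusted p from 0.0651 to 0.0890), 5 without D (0.0552 to 0.0924), 7 without lesional library A (0.0686 to 0.218) and 1 without lesional library B (0.0608). With 1 library left in a group, that library is assumed to vary like the other groups.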

We annotated the T cell subclusters into 9 subtypes, including CD4, CD8, 2 clusters of Tregs (Treg1, Treg2), 2 populations of Tfh cells (Tfh1, Tfh2), resident memory T cells (Trm), and NK cells (NKC) (Figure 2A and Supplemental Figure 4A). 

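The 3116 T cells fell into 11 subclusters, of which 6 carried the markers of a known subset. A Tfh cluster of 167 cells was marked by CXCL13, IL21, MAF, PDCD1, SLC9A9 and TOX2, the genes of cells that help B cells. A Treg cluster of 293 cells had FOXP3, the factor that defines regulatory T cells, with CTLA4, IKZF2, LAYN, TIGIT and TNFRSF4. CD8 T cells made up a pair of clusters of 325 and 216 cells, NK cells a cluster of 49, and cells with IL22 and other Th22 markers a cluster of 29. The remaining 5 subclusters met the markers of no single subset and were left unnamed, and none was named Trm or CD4. All markers and all genes of the lists were kept out of the variable genes used for subclustering.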

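Cells of the Tfh cluster were 10.6% ± 3.36 of T cells in lesional skin (SD, n = 2 libraries), 4.02% ± 3.43 in nonlesional skin (SD, n = 2) and 1.04% ± 1.12 in HC skin (SD, n = 3). They numbered 72 and 51 in lesional libraries A and B, 14 and 3 in nonlesional libraries A and B, and 1, 26 and 0 in HC libraries C, D and E. CXCL13 was seen in 104 of the 123 lesional and 12 of the 17 nonlesional cells but in 0 of the 27 HC cells, of which 3 had IL21, so whether these HC cells are Tfh cells is open. Treg cells were 12.6% ± 3.30, 11.1% ± 9.00 and 4.28% ± 2.69 of T cells in lesional, nonlesional and HC skin. Both lesional libraries lay above all HC libraries for each subset (exact permutation test, two-sided, p = 0.1), whereas Treg cells of nonlesional skin overlapped with HC skin (exact permutation p = 0.3; a difference of 6.87 percentage points, 0.509 without nonlesional library A and 13.2 without B). CD8 T cells were 20.5% ± 3.44 of lesional, 22.1% ± 1.89 of nonlesional and 15.2% ± 2.19 of HC T cells, with both PSM groups above all HC libraries (exact permutation p = 0.1 each; the lesional difference was 2.96 percentage points without lesional library A).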

Tfh and Treg populations were especially enriched in PSM lesional skin compared with nonlesional and HC skin, while nonlesional skin showed increased proportions of CD8, Treg1, Treg2, and Trm compared with HC (Figure 2B and Supplemental Figure 4B).

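An IFNG transcript was seen in 722 of 3116 T cells (23.2%), against 20 of 5487 keratinocytes and 26 of 5265 FBs, which should lack the gene. The median depth was 3467 transcripts in T cells, 12306 in keratinocytes and 7155 in FBs. IFNG encodes IFN-γ (ENSG00000111537, chromosome 12, 68154768 to 68159740). In lesional skin 63.4% of Tfh cells had an IFNG transcript, 78 of 123. After thinning to 1000 transcripts, which left out cells with fewer, the share was 43.6% of 122 cells. The pair of CD8 clusters had 63.2% and 43.3% in lesional skin (46.1% and 21.9% after thinning), near the 55.6% and 35.8% in HC skin (44.6% and 20.4%), and 1 unnamed cluster had 54.0% in lesional and 12.1% in HC skin. Treg cells had 22.7% in lesional and 1.04% in HC skin, and 11.0% and 0.373% after thinning. Of the Th2 cytokines, IL4 was seen in 11 of 3116 T cells and IL13 in 13, and IL5 in 0, which allows a transcript to be detected at this depth in up to 0.0963% of T cells and does not limit the share that expresses the gene. Of the cytokines of Th17 and Th22 cells, IL17A was seen in 12 T cells, IL17F in 11, IL22 in 31 and IL26 in 43, and IL23A, a subunit of IL-23, in 187. TNF was seen in 841 T cells, IL2 in 201 and IL10 in 39.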

To investigate T cell activity, we assessed their cytokine gene expression, which revealed prominent expression of *IFNG* across Tfh1, Tfh2, Trm, and CD8^+^ T cells, while other key T cell cytokines representing Th2 and Th17 polarization showed undetectable levels of expression (Figure 2C and Supplemental Figure 4C). Accordingly, violin plots revealed increased expression of *IFNG* in total T cells from both lesional and nonlesional PSM skin relative to HC (Figure 2D). 

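After thinning to equal depth, 22.8% ± 0.828 of T cells in lesional skin (SD, n = 2 libraries) and 19.9% ± 2.05 in nonlesional skin (SD, n = 2) had an IFNG transcript, against 10.7% ± 3.79 in HC skin (SD, n = 3). Both PSM groups lay above all HC libraries (exact permutation test, two-sided, p = 0.1 for each). Keratinocytes of lesional and HC skin, thinned alike, had 0.195% and 0.184%. Without thinning the shares of T cells were 34.6% ± 6.37, 29.6% ± 10.3 and 17.1% ± 5.97. By the sum of counts, IFNG had a log2 fold change of 1.13 in lesional against HC T cells (standard error 0.42, unadjusted p = 0.0182, adjusted p = 0.171 from edgeR) and of 0.97 in nonlesional against HC T cells (standard error 0.42, adjusted p = 0.446), so it did not pass the test across all genes. The fold change was 0.68 in lesional T cells without lesional library B, and in nonlesional T cells 1.45 without HC library C and 0.62 without D. Of the 27 HC cells in the Tfh cluster, none of which had CXCL13, 2 had an IFNG transcript. The paper combines the rise of IFNG with staining for the protein and concludes that T cells are a major source of type II IFN in PSM skin.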

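Nonlesional T cells differed from HC T cells in fewer genes, with 9 higher and 9 lower at an adjusted p under 0.05 from edgeR. CXCL13 was among the higher genes, at 154 ± 196 CPM (SD, n = 2 libraries) and a log2 fold change of 6.83 (standard error 0.99, adjusted p = 0.0182). IFIT2, induced by type I IFN, had a log2 fold change of 4.06 (adjusted p = 0.0281), and GPR15 was lower by edgeR as in lesional T cells (-3.24, adjusted p = 0.0296). These 3 genes did not pass without HC library C (adjusted p from 0.0765 to 0.108), D (0.139 to 0.177), E (0.0875 to 0.105) or nonlesional library A (0.0772 to 0.675). The value of CXCL13 was 10.81 without HC library D and 3.44 without nonlesional library A, and without the latter IFIT2 had 1.72 and GPR15 -9.60. The total of 18 became 6 without HC library C, D or E, 4 without nonlesional library A, 38 without nonlesional library B and 41 without lesional library A or B. Between lesional and nonlesional T cells edgeR called 0 genes (462 at an unadjusted p under 0.05), DESeq2 called 15, and edgeR with the pair as a block called 64. The total of 0 became 4 without lesional library A or nonlesional library A and 1 without nonlesional library B.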

Immunofluorescence (IF) staining identified enrichment of CD3^+^ cell clusters with intracellular IFN-γ in lesional and nonlesional skin, confirming that T cells are a major source of type II IFN in PSM skin (Figure 2E). Given the overlap in fibrosis between SSc and PSM, we then examined the difference in IFN-γ expression in SSc versus PSM skin. Staining of SSc lesional samples also revealed the presence of IFN-γ, while colocalization with CD3^+^ cells was not observed (Supplemental Figure 5).

To assess the level of IFN-γ responses in PSM, we determined serum concentrations of CXCL9, an IFN-γ–inducible chemokine, by ELISA in an independent cohort of 9 patients with PSM at several time points (7). We then performed correlation analysis comparing serum CXCL9 concentration at each time point to the patient’s Localized Scleroderma Assessment Tool (LoSCAT) activity index (LoSAI) score (Figure 2F). We found that serum levels of CXCL9 were positively associated with higher LoSAI scores (*r*^2^ = 0.2937, *P* = 0.0035), supporting the evidence that IFN-γ plays a critical role and promotes heightened disease activity in PSM.

### PSM FBs show an increased type II IFN signature and have increased expression of extracellular matrix genes.

FBs play a central role in promoting fibrosis in diseases such as morphea and SSc (8, 9). 

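Several IFN-induced genes were higher in FBs of lesional skin than of HC skin. CXCL9, a chemokine induced by IFN-γ that draws T cells, measured 734 ± 323 CPM in lesional FBs (SD, n = 2 libraries) and 13.5 ± 16.8 in HC FBs (SD, n = 3), a log2 fold change of 5.86 (standard error 1.04, adjusted p = 0.0203 from edgeR). CXCL9 (ENSG00000138755) lies on chromosome 4 of GRCh38 from 76001275 to 76007509, beside CXCL10 (ENSG00000169245, 76021118 to 76023497), a chemokine for the same receptor, which had 254 ± 8.05 against 1.76 ± 1.43 CPM (log2 fold change 6.89, adjusted p = 0.0222). IDO1, a tryptophan-degrading enzyme (ENSG00000131203, chromosome 8, 39902275 to 39928790), had a log2 fold change of 6.28 (standard error 0.51, adjusted p = 0.00289). Of 41 tested genes of the type II IFN response, 13 were higher and 0 lower (20 higher and 1 lower adjusted over the list alone), GBP5 (2.99) and the peptidase gene LAP3 (1.65) among them. Of 12 genes of MHC class II presentation, 8 were higher (all 12 adjusted over the list alone), with CD74 at 2.97 (standard error 0.42) and HLA-DRA at 3.68 (standard error 0.68). The type I IFN response had 8 of 28 genes higher and 1 lower (10 and 1 adjusted over the list alone), and MHC class I presentation 3 of 19 (6 adjusted over the list alone). As groups, these lists did not pass fry (adjusted p from 0.102 to 0.178; for type II IFN and MHC class II adjusted p = 0.329 with an estimated correlation). Complement went the other way, with 3 of 10 genes lower, CFD and C3 among them (1 higher and 4 lower adjusted over the list alone), as did 2 of 8 genes of adipogenesis, CEBPA and PPARG (log2 fold changes -2.80 and -2.90). Of 3 sweat gland genes, which FBs do not make, 2 were lower in lesional FBs, and of 21 dissociation stress genes 2 (5 adjusted over the list alone). In all, 496 genes were higher and 474 lower of 13526 by edgeR. The total of 970 became 117 without HC library C, 81 without E and 187 without lesional library A. Of 33 named genes that passed, 21 did not without HC library C (adjusted p from 0.0533 to 0.137), 3 without D (0.0540 to 0.0647), 25 without E (0.0505 to 0.132), 15 without lesional library A (0.0528 to 0.188), 6 without lesional library B (0.05996 to 0.122) and 2 without nonlesional library A (0.0517 to 0.0575) or B (0.0505 to 0.0566).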

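Among the FB genes with the largest changes, F5, coagulation factor V, had a log2 fold change of 6.77 in lesional against HC skin (standard error 0.71, adjusted p = 0.00544 from edgeR), CPNE7, a calcium-dependent membrane-binding protein, one of 6.58 (adjusted p = 0.00502) and IGFL2 one of 6.37 (adjusted p = 0.0222; 3.40 without lesional library A). NTNG1, a netrin, was lower by -6.79 (adjusted p = 0.00744), with 1 transcript in lesional FBs and 329 in HC FBs. ZNF804B and SLC16A9, a zinc finger gene and a transporter gene, had 0 transcripts in lesional FBs and 140 and 66 in HC FBs (adjusted p = 0.0126 and 0.0346). Nonlesional FBs had 12 genes higher and 19 lower than HC FBs by edgeR (67 and 127 by DESeq2). RGS5, a pericyte gene, had a log2 fold change of 1.80 in nonlesional FBs (adjusted p = 0.0305). FOSB, an immediate early gene that rises during dissociation of tissue, was lower by -2.42 (adjusted p = 0.0411). The total of 31 was 0 without HC library C, E or nonlesional library A, 11 without nonlesional library B, 59 without lesional library A and 57 without lesional library B. Neither RGS5 nor FOSB passed without HC library C (adjusted p = 0.177), E (0.170) or nonlesional library A (0.0706 and 0.169), FOSB did not without D (0.0586), and RGS5 did not without nonlesional library B (0.0974) or with doublets removed (0.307). RGS5 also did not pass edgeR's test without the Harmony correction (adjusted p = 0.0722) or with thinned counts (0.0627). Between lesional and nonlesional FBs edgeR called 0 genes (1528 at an unadjusted p under 0.05), DESeq2 called 218, and edgeR with the pair as a block, which leaves 1 residual degree of freedom, called 1184. That total of 0 became 93 without lesional library B, 8 without nonlesional library A, 1 without nonlesional library B and 2 without HC library D.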

To elucidate the differences between FBs in PSM compared with HC skin, we performed subclustering on the 5,152 FBs in our data set, revealing 11 subclusters (Figure 3A and Supplemental Figure 6A). 

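The 5265 FBs fell into 13 subclusters. A COL8A1+ cluster of 296 cells was marked by ADAM12, COL8A1, CTHRC1, LRRC15, MMP11, POSTN, PRSS23 and SFRP4, genes of myofibroblasts. It made up 20.5% ± 13.4 of lesional FBs (SD, n = 2 libraries), 4.54% ± 3.81 of nonlesional FBs (SD, n = 2) and 3.11% ± 1.38 of HC FBs (SD, n = 3). The difference between lesional and HC skin was 17.4 percentage points, 7.93 without lesional library A and 26.9 without lesional library B, and at a resolution of 1.2 the libraries overlapped (exact permutation p = 0.3). The cluster held 61 and 52 cells of lesional libraries A and B, 34 and 10 of nonlesional libraries A and B, and 9, 109 and 21 of HC libraries C, D and E. APOE+ FBs, a cluster of 1297 cells with CCL19, C7 and CXCL12, were 11.0% ± 7.23 of lesional and 25.6% ± 2.98 of HC FBs, a difference of -14.6 percentage points that was -9.49 without lesional library A and -19.7 without lesional library B. CLDN1+ FBs, with 162 cells, were 5.58% ± 2.32 of lesional and 2.12% ± 0.782 of HC FBs, a difference of 3.46 percentage points that was 5.10 without lesional library A, 1.82 without lesional library B and reversed to -7.96 without the Harmony correction. SFRP2+ FBs, in a pair of clusters of 1085 and 457 cells, were 28.1% ± 4.15 of lesional and 30.2% ± 4.76 of HC FBs, and this difference was 0.767 percentage points without lesional library A. RAMP1+ FBs were 1.31% and 1.19% and TNN+ FBs 7.94% and 7.52% of lesional and HC FBs. For the COL8A1+, APOE+ and CLDN1+ clusters, the libraries of lesional and HC skin did not overlap (exact permutation test, two-sided, p = 0.1).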

Clusters 1, 2, 10, and 11 were decreased in lesional skin compared with nonlesional and HC, while clusters 0, 3, 4, 7, and 9 were enriched, with cluster 9 having the highest proportion in lesional PSM skin (Figure 3, B and C). Trichrome staining of PSM biopsies showed dense extracellular collagen deposition (Figure 3D).

To examine the capacity for ECM production by PSM FBs, we calculated an ECM module score across each FB cluster. As expected, lesional PSM FBs had a higher ECM score compared with both nonlesional and HC FBs, with cluster 9 FBs having the highest ECM score (Figure 3, E and F). Together, these data illustrate increased ECM production in PSM skin and identify cluster 9 FBs as likely key drivers of the fibrotic process.

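FBs of lesional skin had a mean ECM module score of 0.712 ± 0.176 (SD, n = 2 libraries), against 0.497 ± 0.192 in nonlesional (SD, n = 2) and 0.474 ± 0.0403 in HC skin (SD, n = 3). Both lesional libraries lay above all HC libraries (exact permutation test, two-sided, p = 0.1), by a difference of 0.238 that was 0.113 without lesional library A and 0.362 without lesional library B. Lesional and nonlesional libraries overlapped (exact permutation p = 0.667 without regard to the pairs), while within each pair the lesional score was the higher, at 0.836 against 0.632 in pair A and 0.587 against 0.362 in pair B. The COL8A1+ cluster had the highest ECM score of all FB clusters in each of the 6 libraries that held at least 10 of its cells, with 0.952 and 0.894 in lesional libraries A and B, 0.798 and 0.563 in nonlesional libraries A and B, and 0.621 and 0.707 in HC libraries D and E. In nonlesional skin the lead was slight, with 0.797 in an SFRP2+ cluster of library A and 0.552 in a TNN+ cluster of B. The ECM genes include CTHRC1, a marker that names the COL8A1+ cluster, so its rank is partly built in. In the genes of all lesional against HC FBs, 12 of 67 ECM genes were higher and 2 lower by edgeR (24 and 5 adjusted over the list alone). SERPINH1, a chaperone of collagen, had a log2 fold change of 1.35 (adjusted p = 0.00744), CTHRC1, a secreted protein of remodelled matrix, 2.72 (adjusted p = 0.00802) and TNC, tenascin C, 2.94 (adjusted p = 0.00802). Of 18 myofibroblast genes, 13 were higher and 0 lower (15 adjusted over the list alone), INHBA, POSTN and MMP11 among them with log2 fold changes of 2.75, 3.10 and 3.13 (2.04 for MMP11 without lesional library A). COL8A1 (ENSG00000144810, chromosome 3, 99638475 to 99799226) had 4.31 (standard error 0.84, adjusted p = 0.0254; 2.49 without lesional library A) and ACTA2, the smooth muscle actin of myofibroblasts (ENSG00000107796, chromosome 10, 88935074 to 88991339), 1.56 (standard error 0.37, adjusted p = 0.0438). The fibrillar collagens COL1A1 and COL3A1 had 1.47 (standard error 0.44, adjusted p = 0.0849) and 1.32 (standard error 0.40, adjusted p = 0.0857). The TGF-β response had 9 of 36 genes higher and 1 lower (13 and 1 adjusted over the list alone), and Wnt antagonists and targets 3 of 14 (4 adjusted over the list alone). By fry, none of these lists passed (adjusted p = 0.237 for ECM, 0.112 for myofibroblast and 0.216 for TGF-β response genes). COL8A1 did not pass edgeR's test without any one of HC libraries C, D and E or lesional library A, nor ACTA2 without HC library C or E, either lesional or either nonlesional library, at adjusted p from 0.0505 to 0.188. ACTA2 also did not pass without the Harmony correction (adjusted p between 0.0512 and 0.0623) or with only the 2 groups compared (between 0.0502 and 0.0557). The paper calls its cluster 9, which had the highest ECM score and the highest lesional share, a likely key driver of fibrosis.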

To better understand the activation of cluster 9 FBs, we performed GO analysis on significantly differentially expressed genes (DEGs) between lesional and HC cluster 9 FBs (FDR < 0.05). PSM cluster 9 FBs showed heightened type II IFN responses (Supplemental Figure 6B). In addition, cluster 9 FBs showed enrichment for genes involved in the antigen presentation pathway, which has been previously reported in FBs secondary to IFN-γ stimulation (10). 

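Within the COL8A1+ cluster, which stands nearest to the paper's cluster 9, some genes of the type II IFN response were higher in lesional than in HC skin. GBP1, a GTPase induced by IFN-γ, had 308 ± 176 CPM in lesional cells (SD, n = 2 libraries) and 49.9 ± 0.601 in HC cells (SD, n = 2), a log2 fold change of 2.61 (standard error 0.53, adjusted p = 0.0248 from edgeR, and 0.0697 without HC library D), and IDO1 rose from 0.572 ± 0.809 to 139 ± 81.2 CPM (log2 fold change 6.99, adjusted p = 0.00485). CXCL9 was at 0 in both HC libraries and at 1323 ± 117 CPM in lesional cells. Of 38 genes of the type II IFN response, 9 were higher and 0 lower (14 and 1 adjusted over the list alone), and of 25 type I IFN genes 3 (10 adjusted over the list alone). TAGLN, a contractile protein of myofibroblasts, was higher (3.70, adjusted p = 0.0106), and CFD, a complement factor, and CCL19, a chemokine, were lower (-2.38 and -3.57, adjusted p = 0.00751 and 0.0371). CCL19 did not pass with DESeq2 (adjusted p = 0.116). COL1A1 had -0.08 (standard error 0.59, adjusted p = 0.998), and 0.65 without HC library E or 0.01 without lesional library B. In this comparison, chosen after the clusters were seen, HC libraries D and E were set against both lesional libraries, and 68 genes were higher and 92 lower of 8182 (34 and 68 by DESeq2), or 277 in all without lesional library B. The list of type II IFN genes did not pass fry (adjusted p = 0.184). Without the Harmony correction only the lesional libraries reached 10 cells of this cluster. Its lesional and HC cells could thus be compared only with the correction. COL8A1, the gene that names the cluster, was itself higher in its lesional than in its HC cells, by 2.14 on the log2 scale. This value ranged from 0.95 to 4.38 when each library was left out in turn. Whether the cluster held a different mix of FBs in lesional and HC skin was not tested, so changes within 1 kind of cell cannot be assumed.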

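Some MHC class II genes, 5 of 8 tested, were higher in the lesional COL8A1+ cluster than in that of HC skin. CD74, the invariant chain that guards the peptide groove (ENSG00000019582, chromosome 5, 150401637 to 150412969), rose from 81.1 ± 0.174 CPM in HC cells (SD, n = 2 libraries) to 1183 ± 905 in lesional cells (SD, n = 2), a log2 fold change of 3.86 (standard error 0.54, adjusted p = 0.00598 from edgeR). HLA-DRA, the alpha chain of HLA-DR (ENSG00000204287, chromosome 6, 32439878 to 32445046), had 4.69 (standard error 0.86, adjusted p = 0.0171; 2.44 without lesional library B). Of these 8 genes, 5 were higher and 0 lower (7 adjusted over the list alone), but the list as a group did not pass fry (adjusted p = 0.235). Of 67 ECM genes, 1 was higher and 1 lower in the same cells (11 and 6 adjusted over the list alone), and of 18 myofibroblast genes 2 were higher (16 adjusted over the list alone, fry adjusted p = 0.136).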

To confirm the specificity of PSM FB IFN-γ response (Figure 3G), we compared their gene expression against bulk RNA-Seq data from IFN-γ–stimulated cultured dermal FBs (Figure 3H). 

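In the COL8A1+ cluster, 36 of 61 cells of lesional library A had a CXCL9 transcript (59.02%, exact Clopper-Pearson interval 45.7% to 71.4%) and 22 of 52 cells of lesional library B (42.3%, 28.7% to 56.8%). In nonlesional skin it was 6 of 34 cells in library A (17.6%, 6.76% to 34.5%) and 1 of 10 in library B (10.0%, 0.253% to 44.5%). In HC skin 1 of 9 cells in library C, 0 of 109 in D and 0 of 21 in E had one. T cells, which should lack CXCL9, had a transcript in 28 of 3116 cells (0.899%) and keratinocytes in 22 of 5487 (0.401%). The COL8A1+ cluster had a median depth of 11789 transcripts per cell and T cells of 3467. Of the lesional cells with CXCL9, 7 in library A and 4 in library B had exactly 1 transcript, so the division of the cluster by this gene is open for 11 cells. The type II IFN score of all FBs was 0.142 ± 0.00719 in lesional (SD, n = 2 libraries), 0.0327 ± 0.0241 in nonlesional (SD, n = 2) and 0.0764 ± 0.0158 in HC skin (SD, n = 3), with lesional skin above all HC libraries (exact permutation p = 0.1, two-sided). Nonlesional skin lay below all HC libraries by this score (exact permutation p = 0.1), but by the mean log2 CPM of the same genes it had 4.87 ± 0.565 against 4.72 ± 0.0915 in HC skin, and the libraries overlapped (exact permutation p = 0.8).

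**Figure D2:**
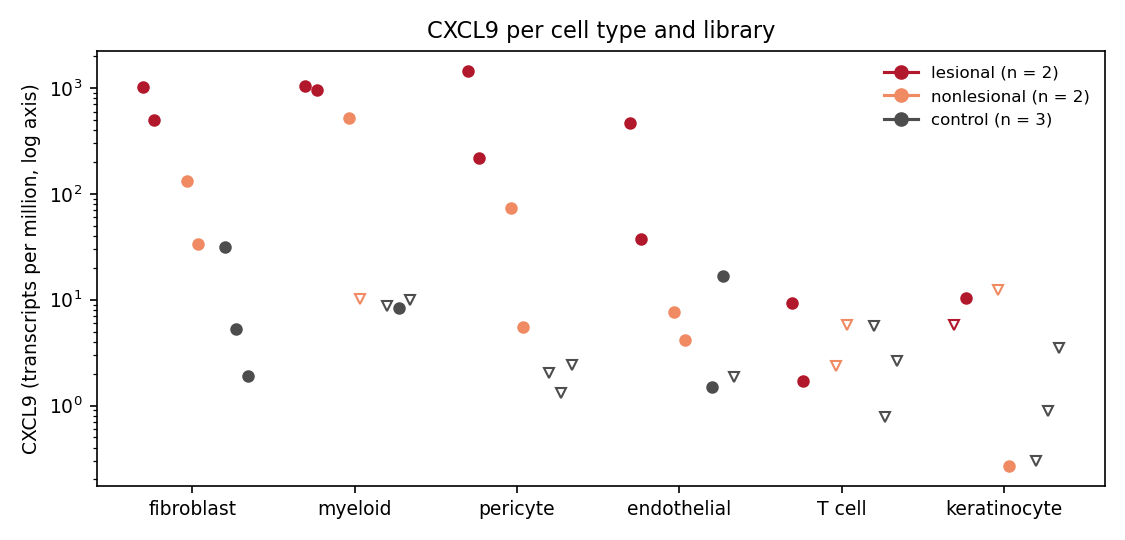
CXCL9 in CPM of each cell class, on a log axis, with a point for each library. Open triangles are libraries below their floor of 3 counts, drawn at that floor; FBs stand at 1028 and 503 in lesional libraries A and B.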

Notably, only half of the cluster 9 FBs had an IFN-γ signal, indicating a transcriptionally distinct subcluster within FB cluster 9.

### PSM-specific FBs constitute 2 subpopulations of FBs associated with leukocyte recruitment machinery in response to IFN-γ.

We therefore manually separated cluster 9 into clusters 9_0 and 9_1 (Figure 4A). Annotation of these subclusters based on published FB marker genes revealed 7 FB subtypes — *SFRP2*^+^, *APOE*^+^, *RAMP1*^+^, *TNN*^+^, *CLDN1*^+^, *CXCL9^+^*, and *COL8A1*^+^ FBs — with the latter 2 representing clusters 9_0 and 9_1, respectively (Figure 4B). 

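CXCL9 was high in several FB clusters of lesional skin. APOE+ FBs had 3023 CPM in lesional library A and 1402 in lesional library B, with 190 and 133 in nonlesional libraries A and B. COL8A1+ FBs had 1243 and 1345 in the lesional libraries, 114 and 85.6 in the nonlesional libraries and 0 in HC libraries D and E. An unnamed cluster marked by GDF10 had 2165 and 352 in the lesional libraries, and SFRP2+ FBs of the larger cluster had 11.7 and 48.7. COL8A1 itself, a gene used to name its cluster, stood at 398 and 124 CPM there in lesional libraries A and B, at 13.6 and 0 in the nonlesional libraries and at 11.6 and 128 in HC libraries D and E. COL8A1 also measured 140 and 148 in the lesional libraries of the GDF10 cluster, 75.6 and 10.8 in APOE+ FBs, and 142 in CLDN1+ FBs of HC library C. No cluster of CXCL9+ FBs formed with the Harmony correction and all markers held out of the variable genes, and without the correction 247 of the 260 cells of such a cluster came from lesional library B, so CXCL9+ and COL8A1+ clusters were not compared here. The genes held out could not help to form such a cluster, so its absence is no evidence against the paper's CXCL9+ FBs. The type II IFN score ranked first in APOE+ FBs in both lesional libraries (0.399 and 0.276), but also in HC libraries C (0.158) and E (0.131) and nonlesional library A (0.177), and stood at places 3 and 2 in COL8A1+ FBs of the lesional libraries (0.156 and 0.254).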

Feature plots depicting *CXCL9* and *COL8A1* gene expression reveal *CXCL9^+^* FBs map onto the same location as IFN-γ responsive FBs (9_0), whereas *COL8A1*^+^ FBs represent the second subset of cluster 9 (9_1) (Figure 4C). Violin plots confirm that *CXCL9* is expressed most robustly by *CXCL9^+^* FB, while *COL8A1* is expressed almost exclusively by *COL8A1*^+^ FB (Figure 4D).

To determine the differential regulation between *CXCL9^+^* and *COL8A1*^+^ FBs, we identified significant cluster marker genes (FDR < 0.05) and used Ingenuity Pathway Analysis (IPA) to identify their upstream regulators. Inflammatory cytokines, including IFN-γ, TNF, and IFNA2, were the top upstream regulators in *CXCL9^+^* FBs, whereas *COL8A1*^+^ FBs had profibrotic TGF-β and SMAD3 as the key upstream regulators (Figure 4E). TGF-β was predicted as a less significant upstream regulator of *CXCL9^+^* FBs compared with cytokines IFN-γ, TNF, and IFNA2 based on *z* score, and TNF and IFN-γ were likewise predicted to be less probable upstream regulators for *COL8A1*^+^ FBs.

GO analysis of DEGs between *CXCL9^+^* and *COL8A1*^+^ FBs suggested that *CXCL9^+^* FBs are active participants in inflammation, including antigen presentation and cellular response to proinflammatory cytokines IFN-γ, type I IFNs, and TNF. 

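Cells of the lesional COL8A1+ cluster that had a CXCL9 transcript were compared with those that had none in the same library, 36 against 25 cells in library A and 22 against 30 in library B. Cells with CXCL9 had more CXCL10, 1039 ± 442 against 33.7 ± 33.2 CPM (SD, n = 2 libraries), a log2 fold change of 4.65 (standard error 0.36, adjusted p = 2.15e-08 from edgeR). CCL19, a chemokine for T cells and dendritic cells, had 7.12 (adjusted p = 5.70e-12), IDO1 5.57 (adjusted p = 4.62e-10) and GBP5 3.17. CCL19 is also a gene of the APOE+ FBs, and whether the split by CXCL9 sorted cells like those was not tested. CXCL11 had 5.45 but did not pass with DESeq2 (adjusted p = 0.534). Of 30 tested genes of the type II IFN response, 14 were higher and 0 lower (22 adjusted over the list alone), of 8 MHC class II genes 7 (8 adjusted over the list alone), of 18 MHC class I genes 7 (13 adjusted over the list alone) and of 17 TNF and NF-κB response genes 5 (8 adjusted over the list alone). ECM genes had 0 higher and 4 lower of 64 (4 and 15 adjusted over the list alone). None of these lists passed fry in this design (adjusted p = 0.348, and 0.360 for MHC class I; adjusted p = 0.409 with an estimated correlation). The comparison was chosen after the clusters were seen, rests on 1 residual degree of freedom, and sorts deeper cells into the group with the transcript, so CXCL9 itself is not a result. In all, 53 genes were higher and 10 lower of 6919, and 17 and 0 with DESeq2.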

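COL8A1+ FBs were also set against all other FBs of the same library in 6 libraries, in a comparison chosen after the clusters were seen. Of 66 ECM genes, 25 were higher and 3 lower in COL8A1+ FBs (27 and 3 adjusted over the list alone), and the list passed fry (adjusted p = 0.0269; adjusted p = 0.112 with an estimated correlation). CTHRC1, an ECM gene named above, is also a marker that names the cluster. Of 35 genes of the TGF-β response, 13 were higher and 3 lower (14 and 3 adjusted over the list alone, fry adjusted p = 0.0705). Myofibroblast genes had 10 of 16 higher (10 adjusted over the list alone, fry adjusted p = 0.0536), a list that shares genes with the markers that name the cluster. POSTN, periostin, is one of those, with a log2 fold change of 1.81 (adjusted p = 0.000211 from edgeR). MHC class I presentation had 6 of 19 genes higher (10 adjusted over the list alone, fry adjusted p = 0.0245; adjusted p = 0.112 with an estimated correlation), complement 4 of 10 (4 and 1 lower adjusted over the list alone, fry adjusted p = 0.00934; adjusted p = 0.112 with an estimated correlation), and the type II IFN response 8 higher and 2 lower of 36 (10 and 3 adjusted over the list alone, fry adjusted p = 0.132). TNF and NF-κB response genes leaned the other way, with 1 higher and 7 lower of 19 (2 and 9 adjusted over the list alone, fry adjusted p = 0.0288; adjusted p = 0.112 with an estimated correlation). Lists that follow cell or RNA quality differed as well: of 21 dissociation stress genes 20 were lower in COL8A1+ FBs (21 adjusted over the list alone, fry adjusted p = 0.000203; adjusted p = 0.00525 with an estimated correlation), of 10 mitochondrial transcripts 7 (9 adjusted over the list alone, fry adjusted p = 0.0629) and of 8 genes of free keratinocyte RNA 4 (5 adjusted over the list alone, fry adjusted p = 0.125). In all, 536 genes were higher and 550 lower of 10472, and 440 and 456 with DESeq2. The total of 1086 over 6 libraries was 716 with the lesional libraries alone, and 677 in the same libraries without the Harmony correction, where no other library reached 10 cells. With the lesional libraries alone no list passed fry (adjusted p = 0.422 for ECM, MHC class I, complement and TNF and NF-κB response genes and 0.0939 for dissociation stress genes), and MHC class I presentation had 0 of 19 genes higher (0 adjusted over the list alone) and ECM 22 of 67 higher and 4 lower (27 and 6 adjusted over the list alone).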

*COL8A1*^+^ FB DEGs were enriched for processes involved in profibrotic responses (Figure 4F and Supplemental Figure 7A). Violin plots reiterate increased expression of myofibroblast markers *ACTA2*, *COL1A1*, and *PRSS23* in *COL8A1*^+^ FBs, indicating myofibroblast differentiation and profibrotic activity, while *CXCL9^+^* FBs have upregulation of *CD74*, *HLA-DRA*, and *CCL2* (Figure 5A) (9, 11). 

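PRSS23, a serine protease gene of myofibroblasts (ENSG00000150687, chromosome 11, 86791059 to 86952910), was higher in COL8A1+ than in other FBs by 1.59 on the log2 scale (standard error 0.24, adjusted p = 0.00051 from edgeR), and it is also a marker that names the cluster. ACTA2 had 0.31 (adjusted p = 0.584), and 1.24 with the lesional libraries alone (adjusted p = 0.011). COL1A1 had 0.57 (adjusted p = 0.171). Within the cluster, none of 5 such genes passed edgeR's test between cells with and without CXCL9, on 1 residual degree of freedom, with log2 fold changes of -0.39 for ACTA2 (adjusted p = 0.798), -0.53 for COL1A1 (standard error 0.18, adjusted p = 0.322), -0.67 for COL3A1 (adjusted p = 0.0615), -0.63 for COL8A1 (adjusted p = 0.256) and -0.04 for PRSS23 (adjusted p = 1). Cells with CXCL9 had more CD74, 2338 ± 2178 against 335 ± 162 CPM (SD, n = 2 libraries, log2 fold change 2.49, adjusted p = 3.17e-07). CCL2, a chemokine for monocytes, rose from 176 ± 69.5 to 684 ± 389 CPM (1.89, standard error 0.19, adjusted p = 1.73e-06). HLA-DRA had 2.58 (standard error 0.28, adjusted p = 4.60e-06), but did not pass with DESeq2 (adjusted p = 0.311).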

IF confirmed the presence of *CXCL9*^+^vimentin^+^ and MHC II^+^vimentin^+^ FBs present in PSM skin (Figure 5, B and C). Staining was also performed on SSc and morphea skin due to similar presentations of cutaneous fibrosis. In contrast, no double-positive FBs were present in morphea, and only MHC II^+^vimentin^+^ FBs were identified in SSc, solidifying the *CXCL9^+^* FB subset as a PSM-specific inflammatory FB population (Supplemental Figure 7, B and C).

Spatial sequencing was performed using the 10× Visium platform to provide insight into the localization of the fibrotic process and its relation to FB subsets. Conditional autoregressive-based deconvolution method using the cell-type markers from the single-cell analyses was performed for each spot of the spatial-sequencing grid and displayed as a scatter-pie plot superimposed on the H&E staining of the matching tissue (Figure 6A). Consistent with the histology of the tissue, transcriptomic signatures of keratinocytes localized to the epidermis, while signatures for B cells, myeloid cells, and T cells were scattered in small foci throughout the dermis. FB signatures were found to be robustly distributed throughout the dermis. In contrast, nonlesional skin exhibited similar distribution of FBs but maintained a more uniform distribution of immune, nerve, and eccrine gland cells throughout the skin (Supplemental Figure 8A).

We utilized cell subtype marker genes from our scRNA-Seq data set to create heatmaps that identify the locations of T cells and FB subsets as well as expression levels of *CD3D*, *CXCL9*, *CD74*, *HLA-DRA*, *ACTA2*, *COL8A1*, and *COL1A1* in lesional PSM skin (Figure 6B and Supplemental Figure 8B). T cells were located primarily in the superficial dermis and aligned with *CD3D* expression. *CXCL9^+^* FBs correlated with T cell location in lesional skin and colocalized with HLA-DRA and CD74 expression. Finally, *CXCL9*^+^ FBs were clustered together in the upper dermis, while *COL8A1*^+^ FBs were in an adjacent cluster in the lower dermis, aligning with *COL8A1* and *ACTA2* expression. Robust *COL1A1* expression was observed throughout both superficial and deep dermis in lesional PSM skin. Thus, we were able to identify *CXCL9*^+^ FBs and *COL8A1*^+^ FBs as spatially related FB subsets, with the *CXCL9^+^* subset situated closer to the T cell source of IFN-γ.

To address the role of IFN-γ on FB function, we assessed the mRNA expression of *CXCL9*, *CCL2*, *HLA-DRA*, *ACTA2*, *COL8A1*, *COL1A1*, and *PRSS23* by HC FBs after IFN-γ and TGF-β stimulation. IFN-γ treatment resulted in significant upregulation of *CXCL9*, *CCL2*, and *HLA-DRA*. Notably, IFN-γ treatment did not significantly alter the expression of collagen genes (Figure 6C). In contrast, TGF-β stimulation increased *COL1A1*, *CXCL9*, and *CCL2* mRNA expression (Supplemental Figure 7D). *CXCL9^+^* and *COL8A1*^+^ FB populations displayed both IFN-γ and TGF-β as potential upstream regulators.

To determine if IFN-γ and TGF-β act synergistically under these circumstances, we primed primary dermal FBs from HCs for 72 hours with either IFN-γ or TGF-β, followed by restimulation with the same, the other, or both cytokines for another 72 hours. *CXCL9*, *CXCL10*, *CD74*, and *HLA-DRA* had increased mRNA expression after IFN-γ treatment compared with unstimulated FBs, as determined by quantitative PCR (qPCR) (Figure 6D and Supplemental Figure 8C). FBs primed with IFN-γ synergized with TGF-β to induce the expression of *CXCL9* and *CXCL10*. In contrast, *HLA-DRA* and *CD74* expression levels were dependent on IFN-γ stimulation, with TGF-β stimulation not further affecting their expression. Conversely, *ACTA2*, *COL1A1*, and *COL8A1* were significantly increased with TGF-β stimulation and did not further increase with subsequent IFN-γ (Figure 6E).

### Robust infiltration of myeloid and B cells in lesional PSM skin.

We next analyzed the presence of myeloid and B cells in PSM skin. 

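The 516 myeloid and B cells fell into 6 subclusters. M1-like macrophages, 96 cells, were marked by EREG, FCN1, IL1RN, S100A9 and THBS1, genes of inflammatory monocytes. M2-like macrophages, also 96 cells, carried the complement genes C1QA, C1QB and C1QC with CD163 and MRC1, and 83 cells with CCL22, FSCN1 and LAMP3, genes of mature dendritic cells, were called cDC2-like. Langerhans cells, with CD207 and CD1A, numbered 74 and B cells 69, and 98 cells of low depth remained unnamed. B cells made up 32.5% ± 0.449 of lesional myeloid and B cells (SD, n = 2 libraries), 9.77% ± 1.34 of nonlesional (SD, n = 2) and 3.94% ± 0.717 of HC cells (SD, n = 3), with no overlap between lesional and HC libraries (exact permutation test, two-sided, p = 0.1). M2-like macrophages were 15.9% of lesional and 32.6% of HC myeloid and B cells, M1-like macrophages 12.7% and 21.3%, cDC2-like cells 15.6% and 14.1%, and Langerhans cells 9.44% and 10.5%. No subcluster carried the cDC2B markers at a resolution of 0.6, but at 1.2 the 83 cDC2-like cells separated into 67 with CD1C, CD1E, CLEC10A and FCER1A, the cDC2B markers, and 16 cDC2A cells, so the cluster holds both kinds and is mostly cDC2B.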

Subclustering of 294 cells revealed 5 distinct cell types, including cDC2A, cDC2B, M1-like macrophages, M2-like macrophages, and B cells (Figure 7, A–D). These cell populations were validated by IHC staining and contrasted against morphea, SSc, and HC skin (Figure 7E and Supplemental Figure 9). Notably, while myeloid and B cell populations were present in SSc and morphea lesions, the level of infiltration was far less than what we observed in PSM skin. To determine functional differences in myeloid function, we identified DEGs between the various myeloid subtypes in lesional PSM versus HC skin. cDC2B exhibited the highest number of DEGs, while cDC2A and M1-like macrophages had no identifiable DEGs (Supplemental Figure 10A). 

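M1-like macrophages of lesional skin had more transcripts of several IFN-induced genes than those of HC skin. GBP1 rose from 9.28 ± 7.01 to 766 ± 169 CPM (SD, n = 2 libraries each), a log2 fold change of 6.67 (standard error 0.62, adjusted p = 0.00913 from edgeR). CXCL10 had 6.78 (adjusted p = 0.0132) and IDO1 6.17 (adjusted p = 0.0103), and CXCL9 was at 0 in HC cells and at 949 ± 543 in lesional cells. C1QB, a chain of complement C1q, and APOE, a lipid carrier of tissue macrophages, had 5.21 (adjusted p = 0.0207) and 5.17 (adjusted p = 0.0313), and C1QB did not pass with DESeq2 (adjusted p = 0.0651). C1QB is also a marker of the M2-like macrophages. Whether the M1-like cluster held a different mix of cells in lesional and HC skin was not tested. CD74 and HLA-DRA had -0.47 (adjusted p = 0.485) and -0.30 (adjusted p = 0.68). In all, 59 genes were higher and 25 lower of 2138 in M1-like macrophages of HC libraries C and D and both lesional libraries, and 57 and 28 with DESeq2. The lesional libraries together held only 20 of these cells, where each needed at least 10 to be tested. The cDC2-like cells reached 10 in HC library D alone among the HC libraries, so lesional and HC skin were not compared in them. The comparison of M1-like macrophages was chosen after the clusters were seen.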

Upstream regulator analysis of cDC2B DEGs revealed IFN-γ as the most significant upstream regulator (Supplemental Figure 10B). 

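In M1-like macrophages, 16 of 24 tested genes of the type II IFN response were higher and 0 lower in lesional than in HC skin by edgeR (18 adjusted over the list alone, fry adjusted p = 0.157). Of 16 genes of MHC class I presentation 2 were higher there and 0 lower (8 adjusted over the list alone, fry adjusted p = 0.157), and of 7 complement genes 4 were higher (4 and 1 lower adjusted over the list alone, fry adjusted p = 0.179). M2-like macrophages reached 10 cells in a single lesional library, A, so lesional and HC skin were not compared in them. With all myeloid cells summed, B cells left out, ANKRD22, a gene induced by IFN-γ in monocytes (ENSG00000152766, chromosome 10, 88819896 to 88851844), was the single gene called by edgeR of 5941 tested (log2 fold change 6.39, standard error 0.69, adjusted p = 0.0283; 485 genes at an unadjusted p under 0.05, 58 called by DESeq2). ANKRD22 did not pass without HC library C (adjusted p = 0.287), D (0.292), E (0.225) or lesional library B (0.0918). The total of 1 became 3 without lesional library A or B, 97 without nonlesional library A and 115 without nonlesional library B. CXCL9 stood at 1039 ± 9.99 CPM in lesional (SD, n = 2 libraries) and 3.09 ± 5.35 in HC myeloid cells (SD, n = 3; adjusted p = 0.125), and CXCL10 had 6.99 (adjusted p = 0.0672; 11.32 without HC library D). Of 35 type II IFN genes edgeR called 0 over all genes (22 at an unadjusted p under 0.05, 18 higher and 1 lower adjusted over the list alone), and DESeq2 called 8 higher.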

GO analysis of lesional cDC2Bs and M2-like macrophage DEGs demonstrated enrichment for cellular responses to both type II and type I IFNs as well as enrichment for genes involved in antigen processing and presentation (Supplemental Figure 10C).

### T cell–cDC2B–myofibroblast crosstalk links immune cells with profibrotic FB subsets.

To understand the cell-to-cell interactions occurring in PSM, we performed ligand-receptor (L-R) analysis among major cell types in our data set using CellPhoneDB (12). To assess for changes between PSM lesional, nonlesional, and healthy skin, each L-R pair was assigned to the disease state in which it had the highest interaction score. Plotting these interactions revealed predicted shifts from normal to nonlesional to lesional PSM skin. Homeostatic interactions in healthy skin centered around cDC2B interactions with *RAMP*^+^ FBs as well as other cell subtypes (Figure 8A). *RAMP*^+^ FBs continue to be active in nonlesional PSM skin, contacting *TNN*^+^ and *SFRP2*^+^ FBs and several endothelial subpopulations (Supplemental Figure 11A). However, in lesional PSM skin, cellular interactions shifted toward *COL8A1*^+^ and *CXCL9^+^* FBs, with the strongest cell-to-cell interactions occurring between these 2 FB subsets, including *FGF2*, *FGF7*, *PDGFD*, *TGFB3*, and *VEGFB*. 

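VEGFB, a growth factor of the VEGF family (ENSG00000173511, chromosome 11, 64234584 to 64239264), was higher in COL8A1+ than in other FBs by 0.77 on the log2 scale (standard error 0.13, adjusted p = 0.00131 from edgeR, n = 6 libraries). TGFB3, an isoform of TGF-β, was higher by 0.89 (standard error 0.22, adjusted p = 0.0162), but did not pass with DESeq2 (adjusted p = 0.0867). FGF2, FGF7 and PDGFD, which encode growth factors for FBs and other cells, had -0.05 (adjusted p = 0.919), 0.09 (adjusted p = 0.834) and -0.59 (adjusted p = 0.155), and FGF7 had 0.66 with the lesional libraries alone (adjusted p = 0.044). PDGFRA, a receptor of platelet-derived growth factors, was lower in COL8A1+ FBs (-1.04, adjusted p = 0.00123). In all lesional against HC FBs, VEGFB rose from 178 ± 7.26 to 366 ± 71.9 CPM (SD, n = 3 and 2 libraries, log2 fold change 1.04, adjusted p = 0.0186), and FGF7 fell from 174 ± 14.1 to 84.0 ± 21.2 (-1.06, adjusted p = 0.028). Neither passed without HC library C or E, VEGFB also not without lesional library A and FGF7 not without lesional library B (adjusted p from 0.0505 to 0.188). Of the 26 ligand and receptor genes tested between COL8A1+ and other FBs, 7 were higher and 4 lower. Only the expression of the genes was measured here, not the scores of ligand-receptor pairs.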

Other cell types — including *SFRP1*^+^ FBs, cDC2B, and endothelial cells — may contribute to this crosstalk (Figure 8B).

Visualization via heatmap revealed *CXCL9^+^* FBs, *COL8A1*^+^ FBs, *APOE*^+^ FBs, EC0, and cDC2Bs as the most frequent ligand expressors in lesional interactions, and *CXCL9^+^* FBs, *COL8A1^+^* FBs, cDC2Bs, *SFRP2*^+^ FBs, and *APOE*^+^ FBs as the most frequent receptor expressors (Supplemental Figure 11B). 

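TNFSF18, the ligand of the T cell receptor GITR, was higher in lesional than in HC FBs, with 20.1 ± 22.7 CPM in lesional (SD, n = 2 libraries) and 0.135 ± 0.234 in HC FBs (SD, n = 3), a log2 fold change of 6.35 (standard error 1.07, adjusted p = 0.018 from edgeR; 9.60 without HC library D and 4.13 without lesional library A). TNFSF4, the ligand of OX40, had 3.80 (standard error 0.63, adjusted p = 0.0168; 2.49 without lesional library A). IL7, a survival factor of T cells, stood at 22.96 ± 1.83 against 13.0 ± 3.44 CPM (log2 fold change 0.80, standard error 0.26, adjusted p = 0.0992). Of 15 tested FB ligands that the paper names, 5 were higher and 2 lower (6 and 4 adjusted over the list alone). Between COL8A1+ and other FBs, IL7 had -0.59 (adjusted p = 0.238), TNFSF12 -0.03 (adjusted p = 0.996) and TNFSF13B, the B cell activating factor, -0.03 (adjusted p = 0.963), and the last 2 were positive with the lesional libraries alone (0.23 and 0.57), and in these libraries without the Harmony correction (0.20 and 0.60). IL7 had -0.63 with the lesional libraries alone (adjusted p = 0.317), and -1.50 in the same libraries without the Harmony correction (adjusted p = 0.0207). TNFSF18 and TNFSF4 did not pass without HC library C or E or without lesional library A (adjusted p from 0.0505 to 0.188).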

L-R interactions revealed that FBs may contribute to T cell stimulation via *IL7*, *TNFSF4*, *TNFSF12*, *TNFSF13B*, and *TNFSF18* (Figure 9). *CXCL9*^+^ and *COL8A1*^+^ FBs may also mutually promote fibrosis through *FGF*, *PDGF*, and *VEGF*. We also utilized CellChat to better visualize functionally related fibrotic pathways between different cell subtypes (13). This showed cDC2Bs as a major predicted source of *TGFB* (Figure 8C and Supplemental Figure 11C), *VEGF* (Supplemental Figure 11D), and *EGF* (Supplemental Figure 11E) signaling in PSM lesional skin. 

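Growth factors were read in the cDC2-like cluster, which holds cDC2B and fewer cDC2A cells, in HC library D and both lesional libraries. TGFB1 was higher in cDC2-like cells than in FBs (log2 fold change 1.39, standard error 0.37, adjusted p = 0.00107 from edgeR) and endothelial cells (1.42, standard error 0.37, adjusted p = 0.00221). Against T cells it had -0.30 (standard error 0.53, adjusted p = 0.749). VEGFA, the main growth factor of vessels, was higher than in T cells (4.04, adjusted p = 1.55e-05), FBs (1.41, adjusted p = 0.00164) and endothelial cells (4.16, adjusted p = 1.95e-11). AREG, a ligand of the EGF receptor, was higher than in FBs (8.53, adjusted p = 4.39e-62), endothelial cells (6.44) and T cells (1.53, adjusted p = 0.0312), and HBEGF, another such ligand, higher than in FBs (3.81) and T cells (3.19). EGF itself had 0 counts in cDC2-like cells of the lesional libraries. Of the ligand and receptor genes tested, 10 were higher and 4 lower of 24 against T cells (8 and 4 with DESeq2), 13 and 18 of 37 against FBs (11 and 15) and 9 and 8 of 30 against endothelial cells (5 and 8). The choice of these cells was made after the clusters were seen.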

TGF-β signaling was received predominantly by *COL8A1*^+^ FBs, followed by *CXCL9^+^* and *SFRP2*^+^ FBs. 

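The receptor genes of TGF-β were expressed in COL8A1+ and other FBs at levels that edgeR did not separate. TGFBR1 measured 71.2 ± 29.2 CPM in COL8A1+ FBs of lesional skin (SD, n = 2 libraries) and 67.5 ± 3.16 in other lesional FBs, with a log2 fold change of 0.13 over 6 libraries (adjusted p = 0.653), 0.07 with the lesional libraries alone, and -0.32 in those without the Harmony correction. TGFBR2, the type II receptor, measured 173 ± 81.5 and 150.5 ± 81.4 (0.29, adjusted p = 0.106). Endothelial cells had more TGFBR2, 820.5 ± 71.9 CPM in lesional skin, and T cells less, 76.4 ± 15.1. TGFB3 stood at 50.8 ± 38.4 in COL8A1+ FBs of lesional skin.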

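EGFR, the receptor of EGF, measured 59.3 ± 11.0 CPM in COL8A1+ FBs of lesional skin (SD, n = 2 libraries), 72.8 ± 9.95 in other FBs and 83.9 ± 5.99 in keratinocytes. Between COL8A1+ and other FBs its log2 fold change was -0.28 over 6 libraries (adjusted p = 0.185 from edgeR). KDR and FLT1, the receptors of VEGF, measured 167 ± 41.7 and 176 ± 53.7 in lesional endothelial cells. In COL8A1+ FBs of lesional skin KDR had 0 counts and FLT1 0.549 ± 0.777 CPM. VEGFA was lower in COL8A1+ than in other FBs (-0.58, adjusted p = 0.0139; -0.65 with the lesional libraries alone, adjusted p = 0.144).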

EGF signaling was observed in *CLDN1*^+^, *COL8A1*^+^, *CXCL9^+^*, and *SFRP2*^+^ FB populations, whereas VEGF primarily targeted endothelial cell populations. Overall, these data illustrate an interactive profibrotic and proinflammatory circuit between T cells, cDC2Bs, and FBs (Figure 8D).

## Discussion

We provide the first report to our knowledge to comprehensively characterize the cellular composition and molecular interactions in lesional skin in PSM. Our findings highlight a key role for T cell–derived IFN-γ as the most pronounced inflammatory signal present in PSM skin and as a potential primer of the profibrotic responses enriched in PSM skin. We describe a positive feedback and amplification circuit where IFN-γ stimulation of FBs results in upregulation of the chemokines *CXCL9* and *CXCL10* in FBs, as reflected by the enriched *CXCL9^+^* FB subset that was observed in PSM skin, which in turn may promote an increased influx of T cells, thereby sustaining and amplifying an environment dominated by prominent type II IFN responses. Through activation of *CXCL9^+^* FBs and recruitment of cDC2B DCs via CCR2, which produce profibrotic ligands including TGF-β, this circuit establishes profibrotic responses through activation of *COL8A1*^+^ myofibroblasts and deposition of type I collagen and other extracellular matrix components (14).

Our results suggest that PSM is an inflammatory disease that shares some pathogenic features with morphea and SSc (1, 5). However, there are notable differences among these fibrosing skin diseases. While classic morphea has a prominent Th1/IFN-γ signature, with elevated CXCL9, CXCL10, and IFN-γ^+^ T cells in the blood and skin of patients with active disease, there is no reported evidence of an increase in TGF-β activity (15–17). In SSc, vasculopathy and characteristic endothelial changes are prominent, along with inflammatory response skewed toward Th2 responses, IL-6, and TGF-β — features that we do not observe in PSM skin — suggesting that, despite shared profibrotic responses, these 3 diseases are largely distinct (18–20).

A notable finding in our study was the prominent type II IFN response in PSM skin, but IFN-γ is generally regarded as an antifibrotic cytokine in multiple organ systems. Both animal and human studies demonstrate that IFN-γ treatment reduces fibrosis due to suppression of TGF-β responses and decreased expression of ECM components (21–24). However, there is evidence to indicate that IFN-γ priming may also promote fibrosis, as shown in murine models of pulmonary fibrosis where IFN-γ KO or T cell depletion resulted in decreased fibrosis (25–27). Similarly, in classic morphea, dermal fibrosis has recently been linked to FB expression of CXCL9 (28). Consistent with these findings, our in vitro data show that IFN-γ did not directly induce the expression of collagen or myofibroblast markers in FBs.

IFN-γ stimulation induces expression of MHC II in FBs in vitro — a feature of the *CXCL9*^+^ FB population that is highly enriched in PSM skin. FBs have previously been reported to present antigens to T cells via IFN-γ–induced MHC II (10). This suggests that IFN-γ may mediate antigen presentation capabilities in FBs. However, this scenario would need to be addressed in future studies. Considering the role of TGF-β in myofibroblast differentiation and fibrosis (29), it is noteworthy that our in vitro data provide evidence for synergism between TGF-β and IFN-γ in driving *CXCL9* and *CXCL10* expression, with IFN-γ only partially suppressing the profibrotic role of TGF-β, thereby hinting at a complex interplay between these 2 cytokines in PSM skin.

Another notable finding is the identification in PSM lesional skin of proinflammatory *CXCL9^+^* FBs that have high expression of multiple proinflammatory cytokines and chemokines, including *IL7*, *TNFSF4*, *TNFSF12*, *TNFSF13*, *TNFSF18*, *CXCL9*, *CXCL10*, and *CCL2*. 

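In all FBs of lesional against HC skin, CCL2 stood at 543 ± 277 against 764 ± 228 CPM (SD, n = 2 and 3 libraries, log2 fold change -0.49, standard error 0.55, adjusted p = 0.632 from edgeR). TNFSF13, the B cell factor APRIL, was lower in lesional FBs, with 3.27 ± 1.98 against 14.8 ± 3.08 (-2.13, standard error 0.39, adjusted p = 0.0221), but did not pass without HC library C or E or lesional library A (adjusted p from 0.0505 to 0.188). The chemokine list had 4 of 19 genes higher and 1 lower in lesional FBs (4 and 2 adjusted over the list alone), CXCL11 among the higher genes with 16.3 ± 1.84 against 0.271 ± 0.123 CPM. In the COL8A1+ cluster of lesional skin, cells with CXCL9 had 112.7 ± 59.2 CPM of TNFSF13B (SD, n = 2 libraries) and cells without it 48.9 ± 14.5, TNFSF4 stood at 30.4 ± 19.8 and 18.2 ± 18.9, and TNFSF18 at 35.2 ± 45.1 and 27.4 ± 31.9. IL7 measured 21.4 ± 11.6 and 17.5 ± 2.51, and TNFSF12 94.6 ± 5.66 and 93.9 ± 13.9, in the same cells.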

Proinflammatory FB populations have been recently described in other inflammatory skin diseases, including Th2 responsive *COL6A5^+^COL18A1^+^* FBs in atopic dermatitis and T cell–attracting CXCL9/CXCL10-expressing FBs in vitiligo (30, 31). However, neither atopic dermatitis nor vitiligo is associated with fibrosis.

Using spatial-Seq data, we demonstrated that T cells and myeloid cells corresponded with the locations of *CXCL9^+^* FBs. These myeloid cells had marker gene expression consistent with cDC2Bs, which had prominent TGF-β expression (32). *COL8A1^+^* myofibroblasts, defined by the expression of *ACTA2* (encoding α-smooth muscle actin), *PRSS23*, and elevated *COL1A1* transcription, were the most prominent TGF-β receiver in PSM skin by L-R analysis (9, 11). TGF-β is well known as a key regulator in FB-to-myofibroblast transition, promoting proliferation, survival, and ECM production (33, 34). While no reports exist to our knowledge on myofibroblasts in PSM skin, myofibroblasts have been identified in morphea and in SSc (9, 35). TGF-β may also act on and promote the generation of *CXCL9^+^* FBs and, as shown in our in vitro data, may synergize with IFN-γ to promote expression of the Th1/Tc1 chemokines CXCL9 and CXCL10, revealing a secondary mechanism by which TGF-β promotes and maintains type II IFN responses in PSM skin. This amplification circuit may explain the increased likelihood of PSM to be chronic and progressive compared with morphea, where IFN-γ–mediated inflammation is present but elevations in TGF-β response are not (15).

Finally, our study shows enrichment of both Tfh and B cell populations in PSM lesional skin. This is particularly noteworthy, as approximately one-third of patients with PSM have autoantibodies; however, the clinical relevance of these autoantibodies remains unclear. Together, these data suggest the potential for tertiary lymphoid organ development in PSM skin. 

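Cells of the Tfh cluster, with 123 in lesional, 17 in nonlesional and 27 in HC skin (0 of these 27 with CXCL13), came 79.0% from lesional skin when each condition's cells were scaled to its total of cells other than keratinocytes, melanocytes and eccrine cells. B cells, with 52 cells in lesional libraries A and B and 6 in nonlesional libraries, came 81.0% from lesional skin on the same scale. Both lesional libraries held T cells with CXCL13 and B cells with MS4A1, which encodes the B cell surface protein CD20 (ENSG00000156738, chromosome 11, 60455846 to 60470752), with 23 B cells in lesional library A and 29 in B. Nonlesional skin also held both kinds, with CXCL13 in 12 of 17 cells of the Tfh cluster and MS4A1 in 3 of 6 B cells. HC libraries C, D and E held 2, 7 and 2 B cells. Over all libraries CXCL13 was seen in 320 of 3116 T cells and IL21 in 97.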

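Of 69 B cells, 0 had a transcript of RGS13, a gene of germinal center B cells, which allows a transcript to be detected at this depth in up to 4.35% of B cells and does not limit the share that expresses the gene. BCL6, the transcription factor of germinal centers, was seen in 6 of 69 B cells and in 246 of 3116 T cells. MEF2B was seen in 2 B cells, both of HC skin, and 51 T cells, and GCSAM in 4 B cells, all of lesional skin, and 160 T cells. Of plasma cell genes, MZB1, a chaperone of immunoglobulin, was seen in 11 B cells (15.9%) and 20 T cells (0.642%), DERL3 in 10 B cells (14.5%) and 4 T cells, and TNFRSF17, the receptor BCMA, in 7 B cells (10.1%) and 0 T cells. SDC1 was seen in 3 B cells and 12 T cells, XBP1 in 20 and 1097, PRDM1 in 5 and 781, and CD38 in 5 and 6. Of 52, 6 and 11 B cells in lesional, nonlesional and HC skin, 7, 1 and 3 had MZB1, 7, 1 and 2 had DERL3, and 5, 1 and 1 had TNFRSF17. MS4A1 was seen in 50 of the lesional B cells (96.2%) but in 3 and 4 of the nonlesional and HC cells, and CD79A, a chain of the B cell receptor, in 46 (88.5%), 3 and 6. The median depth was 4375 transcripts in B cells and 3467 in T cells.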

While we did not identify the presence of germinal B cell, or plasma cell, markers in our B cell population, this would be an important avenue for future exploration.

Overall, our data support IFN-γ as a central inflammatory mediator upstream of fibrosis in PSM skin. This is paralleled in a recent report that identified gain-of-function mutations in STAT4, a known inducer of IFN-γ production and response, in 4 patients with a familial inheritance of PSM (7, 36). Since IFN-γ signals through JAK1/JAK2 and downstream STAT1 phosphorylation, nuclear translocation, and target gene transcription, our data suggest that this signaling pathway may be a potential therapeutic target for PSM, as recently demonstrated, where oral ruxolitinib, a JAK1/JAK2 inhibitor, led to marked clinical improvement (7). This could be particularly important early in the disease to prevent or dampen the downstream fibrotic cascade, which is not dependent upon JAK1/JAK2 signaling. However, this will need to be addressed in future clinical studies.

Our study has some limitations. The small sample size of a single individual is due to the extreme rarity of PSM and is further reflected in the sparsity of clinical and molecular data that exist on this disease. However, our study is strengthened by the longitudinal collection of samples, demonstrating the stability of the robust type II IFN–mediated phenotype sustained between the temporally separated biopsies and indicating both the stability of the disease process and the lack of response to treatment. 

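CXCL9 was high in lesional FBs of both pairs, with 1028 CPM in library A and 503 in B, against 132 and 33.3 in nonlesional FBs of the same pairs. In lesional myeloid cells it stood at 1057 and 950, in endothelial cells at 466 and 37.2, and in pericytes at 1466 and 216. The HC libraries C, D and E had 31.3, 5.34 and 1.92 in FBs, and 0, 8.29 and 0 in myeloid cells. Each value belongs to 1 library, so the difference between the lesional libraries has no error, and HC libraries had been processed with another software version than either pair.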

Continual identification and addition of new patients to this scRNA-Seq database will be an important future direction. In addition, the contrast with other fibrotic skin diseases is limited, as we do not have sex- or age-matched patient samples from classic morphea or SSc for comparison, but such a comparison could enhance the characterization of PSM-specific signaling pathways.

In summary, our study describes the inflammatory and fibrotic circuits that exist between T cells, cDC2Bs, and FBs in the skin in patients with PSM and identifies a key inflammatory circuit involving IFN-γ and TGF-β that may be responsible for driving the profibrotic responses and sustaining type II IFN inflammation in PSM skin. Our data support the use of JAK1/JAK2 inhibitors as an early intervention in the management of this disease.

## Methods

### Human sample acquisition.

One PSM and 7 HCs were recruited for scRNA-Seq; the samples from the patient with PSM were also used for spatial sequencing and staining. Biopsies were also taken of 3 patients with morphea and 3 patients with SSc for use in staining.

### scRNA-Seq library preparation, sequencing, and alignment.

Generation of single-cell suspensions for scRNA-Seq was performed as follows. Skin biopsies were incubated overnight in 0.4% dispase (Invitrogen) in HBSS (Thermo Fisher Scientific) at 4°C. Epidermis and dermis were separated. Epidermis was digested in 0.25% Trypsin-EDTA (Thermo Fisher Scientific) with 10 U/mL DNase I (Thermo Fisher Scientific) for 1 hour at 37°C, quenched with FBS (Atlanta Biologicals), and strained through a 70 μM mesh. Dermis was minced, digested in 0.2% Collagenase II (Invitrogen) and 0.2% Collagenase V (MilliporeSigma) in a plain medium for 1.5 hours at 37°C, and strained through a 70 μM mesh. Epidermal and dermal cells were combined in a 1:1 ratio, and libraries were constructed by the University of Michigan Advanced Genomics Core on the 10× Chromium system with chemistry v3. Libraries were then sequenced on the Illumina NovaSeq 6000 sequencer to generate 150 bp paired-end reads. Data processing, including quality control, read alignment (hg38), and gene quantification, was conducted using the 10× Cell Ranger software. The samples were then merged into a single expression matrix using the cellranger aggr pipeline.

### Cell clustering and cell type annotation.

The R package Seurat (v3.1.2) was used to cluster the cells in the merged matrix. Cells with less than 500 transcripts or 100 genes, or more than 1 × 10^5^ transcripts or 15% of mitochondrial expression, were first filtered out as low-quality cells. The NormalizeData function was used to normalize the expression level for each cell with default parameters. The FindVariableFeatures function was used to select variable genes with default parameters. The ScaleData function was used to scale and center the counts in the data set. Principal component analysis (PCA) was performed on the variable genes. The RunHarmony function from the Harmony package was applied to remove the potential batch effect among different batches. The RunUMAP function was used to perform UMAP dimensional reduction. The FindNeighbors and FindClusters functions were used to obtain clusters with the resolution set to 0.6. The FindAllMarkers function was used to find cluster marker genes. The cell types were annotated by overlapping the cluster markers with the canonical cell type signature genes. To calculate the disease composition based on cell type, the number of cells for each cell type from each disease condition was counted. The counts were then divided by the total number of cells for each disease condition and scaled to 100% for each cell type. The FindMarkers function was used to perform differential expression analysis between any 2 groups of cells.

### Cell type subclustering.

Subclustering was performed on the abundant cell types. The same functions described above were used to obtain the subclusters. Subclusters that were defined exclusively by mitochondrial gene expression, indicating low quality, were removed from further analysis. The subtypes were annotated by overlapping the marker genes for the subclusters with the canonical subtype signature genes. The module scores were calculated using the AddModuleScore function on the intended gene lists. The ECM score was calculated on the genes from the extracellular matrix pathway from the Gene Ontology database. The module scores for the upstream regulators were calculated on the target gene lists from the IPA software (Qiagen). To calculate the normalized abundance of disease composition based on cell subtype, the number of cells for each cell subtype from each condition was counted. The counts were then divided by the total cell number for that sample grouping and scaled to 100% for each cell type.

### Integration with FB cytokine signatures.

As previously described by our group (37, 38), we used RNA-Seq–based FB cytokine response signatures for the following cytokines: IFN-γ (5 ng/mL) and TGF-β (10 ng/mL). Primary human FBs from 13 donors were treated with denoted cytokines for 6 hours and harvested for RNA isolation. Unstimulated control FBs were cultured and harvested in parallel. Bulk RNA-Seq was performed on the Illumina NovaSeq 6000 sequencer with the assistance of the University of Michigan Advanced Genomics Core. For each stimulation condition versus unstimulated controls, differential expression analysis was performed using DESeq2 (39). DEGs (2-fold increase; FDR < 0.05) were used to construct response signatures for each cytokine (37). The IFN-γ score for FB subtypes was calculated on induced genes in FBs after stimulation with IFN-γ. The score is the level of IFN-γ response exhibited by each FB subtype, compared to the response signature described immediately prior.

### L-R interaction analysis.

L-R analyses were performed as previously reported. CellPhoneDB (v2.0.0) was applied for L-R analysis. Each subtype was separated by its disease classifications (PSM lesional, nonlesional, or HC), and a separate run was performed for each disease classification. If a subtype contains fewer than 10 cells for a disease classification, it is excluded from this disease classification. Pairs with *P* > 0.05 were filtered out from further analysis. To compare the 2 disease conditions, each pair was assigned to the condition in which it showed the higher interaction score. The number of interactions between each subtype pair was then calculated. The connectome web was plotted using the R package igraph.

### Analysis of CXCL9 levels in the serum of patients with PSM.

We analyzed serum from 9 serum patients with PSM for CXCL9 using the DCX900 Human CXCL9/MIG Quantikine ELISA Kit (R&D Systems). Disease severity was assessed using the LoSAI. Linear regression was used to analyze the correlation between serum CXCL9 concentration and LoSAI score.

### Isolation and culture of FBs from HC skin.

Study participants were recruited from the University of Michigan Scleroderma Program. Dermal FBs were isolated from punch biopsies from the distal forearm of HCs. Negatively selected FBs were cultured in RPMI 1640 with 10% FBS and antibiotics. This study was approved by the University of Michigan IRB, and all participants signed informed consent documents prior to enrollment.

### Cell treatment, RNA extraction, and qPCR.

Dermal FBs from 4 HCs were treated with IFN-γ (5 ng/mL) or TGF-β (10 ng/mL) in RPMI 1640 with 10% FBS and antibiotics for 72 hours. For each condition, cells were then treated with an additional 72 hours of μM of IFN-γ, TGF-β, or both IFN-γ and TGF-β. Gene expression changes in cells were assessed by qPCR after total RNA was extracted using RNeasy Plus Mini Kit (Qiagen, 74134). Reverse transcription was performed using the Applied Biosystems cDNA RT kit (Thermo Fisher Scientific, 4368814), and qPCR was performed with TaqMan Universal PCR Master Mix (Thermo Fisher Scientific) in a 7900HT Fast Real-time PCR system (Applied Biosystems).

### IF staining.

Formalin-fixed paraffin-embedded (FFPE) human tissues for PSM active lesional, PSM lesional center, PSM nonlesional, SSc, morphea, and HC were used, as were frozen slides for PSM lesional, nonlesional, SSc, and HC. A full list of antibodies used can be found in Supplemental Table 1.

FFPE human tissues for PSM active lesional, PSM lesional center, PSM nonlesional, SSc, morphea, and HCs were sectioned and heated at 65°C for 30 minutes, deparaffinized, and rehydrated. Slides were placed in pH 9 antigen retrieval buffer according to manufacturer instructions, heated at 125°C for 30 seconds in a pressure cooker water bath, and then cooled to room temperature. Frozen OCT-embedded tissue was kept at –80°C until sectioning and at –80°C until staining. Frozen slides for PSM lesional, nonlesional, SSc, and HC were incubated at room temperature for 60 minutes and were acetone fixed for 10 minutes. Slides were then washed 3 times for 5 minutes each with phosphate-buffered saline (PBS). FFPE and frozen slides were blocked with 10% serum and incubated with primary rabbit, goat, and/or mouse anti-human antibodies.

Primary antibodies used: anti-Vimentin (rabbit, catalog ab92547, 1.34 μg/mL), anti–IFN-γ (rabbit, catalog ab 9498, 10 μg/mL), anti-CD3 (catalog OriGene UM500048, 8 μg/mL), anti–MHC II (mouse, catalog ab55152 2 μg/mL), anti-CXCL9 (goat, catalog AF392, 20 μg/mL). Appropriate antibodies were coincubated at described concentrations overnight at 4°C. Appropriate negative — no primary or secondary antibodies or isotype control antibodies: rabbit IgG (Abcam ab172730), mouse IgG1 (Abcam ab280974), mouse IgG2b (401201, BioLegend), and goat IgG (AB-108-C, Invitrogen) — antibodies were stained in parallel with each set of the slides mentioned above. Slides were then washed 3 times for 5 minutes each with PBS/Tween 20 (PBST). For secondary antibodies, IFN-γ/CD3 costaining was incubated with tetramethylrhodamine-conjugated (TRITC-conjugated) anti–rabbit IgG (711-025-152, Jackson ImmunoResearch) and Alexa Fluor 488–conjugated anti–mouse IgG (715-545-151, Jackson ImmunoResearch), MHC II/vimentin costaining was incubated with TRITC-conjugated anti–mouse IgG (711-585-152, Jackson ImmunoResearch) and Alexa Fluor 488–conjugated anti–rabbit IgG (711-545-152, Jackson ImmunoResearch), and CXCL9/vimentin costaining was incubated with TRITC-conjugated anti–goat IgG (705-025-147, Jackson ImmunoResearch) and Alexa Fluor 488–conjugated anti–rabbit IgG (711-545-152, Jackson ImmunoResearch). After 30 minutes of coincubation, slides were washed 3 times for 5 minutes each with PBST and were mounted in a Prolong Diamond antifade mountant with DAPI (Invitrogen). Photomicrographs were taken on a Zeiss fluorescence microscope. All IMF exposures were compared against isotype control. The selected frames used in the figures were representative of the whole biopsy.

### IHC staining.

Paraffin-embedded tissue sections (SSc and control skin) were heated at 65°C for 30 minutes, deparaffinized, and rehydrated. Slides were placed in pH 9 antigen retrieval buffer and heated at 125°C for 30 seconds in a pressure cooker water bath. After cooling, slides were treated with 3% H_2_O_2_ (5 minutes) and blocked using 10% serum (30 minutes). Overnight incubation (4°C) was then performed using an anti-human primary antibody. Antibodies used were anti-CLEC10A (6.67 μg/mL, catalog TA810180), anti-CD19 (10 μg/mL, catalog LS-C174739-100), and anti-CD68 (1 μg/mL, catalog ab213363). Slides were then washed and treated with secondary antibody, peroxidase (30 minutes), and diaminobenzidine substrate. Counterstain with hematoxylin and dehydration was done, and slides were mounted and viewed under the microscope.

### Spatial sequencing library preparation and data analysis.

Skin samples were frozen in OCT medium and stored at –80°C until sectioning. Optimization of tissue permeabilization was performed on 20 μm sections using Visium Spatial Tissue Optimization Reagents Kit (10X Genomics), which established an optimal permeabilization time to be 6 minutes. Samples were mounted onto a Gene Expression slide (10X Genomics), fixed in ice-cold methanol, stained with H&E, and scanned under a microscope (Keyence). Tissue permeabilization was performed to release the poly-A mRNA for capture by the poly(dT) primers that are precoated on the slide and include an Illumina TruSeq Read, spatial barcode, and unique molecular identifier (UMI). Visium Spatial Gene Expression Reagent Kit (10X Genomics) was used for reverse transcription to produce spatially barcoded full-length cDNA and for second-strand synthesis followed by denaturation to allow a transfer of the cDNA from the slide into a tube for amplification and library construction. Visium Spatial Single Cell 3′ Gene Expression libraries consisting of Illumina paired-end sequences flanked with P5/P7 were constructed after enzymatic fragmentation, size selection, end repair, A-tailing, adaptor ligation, and PCR. Dual Index Kit TT Set A (10X Genomics) was used to add unique i7 and i5 sample indexes and generate TruSeq Read 1 for sequencing the spatial barcode and UMI and TruSeq Read 2 for sequencing the cDNA insert, respectively. Libraries were then sequenced on the Illumina NovaSeq 6000 sequencer to generate 150 bp paired-end reads.

### Spatial sequencing data analysis.

The reads were aligned to the human genome (hg38), and the expression matrix was extracted using the spaceranger pipeline from 10X Genomics. Seurat was then used for quality control, and Harmony was employed for batch correction. We used conditional autoregressive-based deconvolution (CARD) to provide cell type deconvolution for each spot of the visium data; marker genes are inferred from the scRNA-Seq data, and CARD uses spatial correlation information to infer cell type composition.

### Statistics.

Normality was determined for in vitro data to assess for normal distribution. To determine the differences between groups, 2-tailed unpaired *t* test, Mann–Whitney *U* test, 1-way ANOVA with Sidak test, Kruskal-Wallis test with Dunn’s test, or 2-way ANOVA with Dunnett’s test was performed using GraphPad Prism version 9 (GraphPad Software, Inc). *P* values of less than 0.05 were considered statistically significant. Results were expressed as mean ± SEM unless specified.

### Study approval.

This study involves human participants and was approved by the University of Michigan IRB (HUM00174864). Participants gave informed consent to participate in the study before taking part. This study was conducted according to the Declaration of Helsinki Principles.

### Data availability.

The scRNA-Seq data can be found at Gene Expression Omnibus (accession no. 234987). Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

EX, FM, RW, ACB, LCT, and JEG had access to the study data, developed the figures and tables, and vouch for the data and analyses. EX, FM, RW, and LCT performed the statistical analyses and contributed to data quality control, data analysis, and interpretation of the data. ACB, MGK, JF, CD, AV, MKS, XX, HWC, GB, HJ, PST, RLM, JV, OP, and JMK contributed to data collection, data analysis, and interpretation of the data. JEG and DK directed the work; designed the data collection methods; contributed to data collection, data analysis, and interpretation of the data; and had final responsibility for the decision to submit for publication. All authors contributed intellectual content during the draft and revision of the work and approved the final version to be published. JEG accepts full responsibility for the finished work and/or the conduct of the study, had access to the data, and controlled the decision to publish. JEG and DK contributed equally as last authors. JEG assumes overall responsibility for the content as the guarantor.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
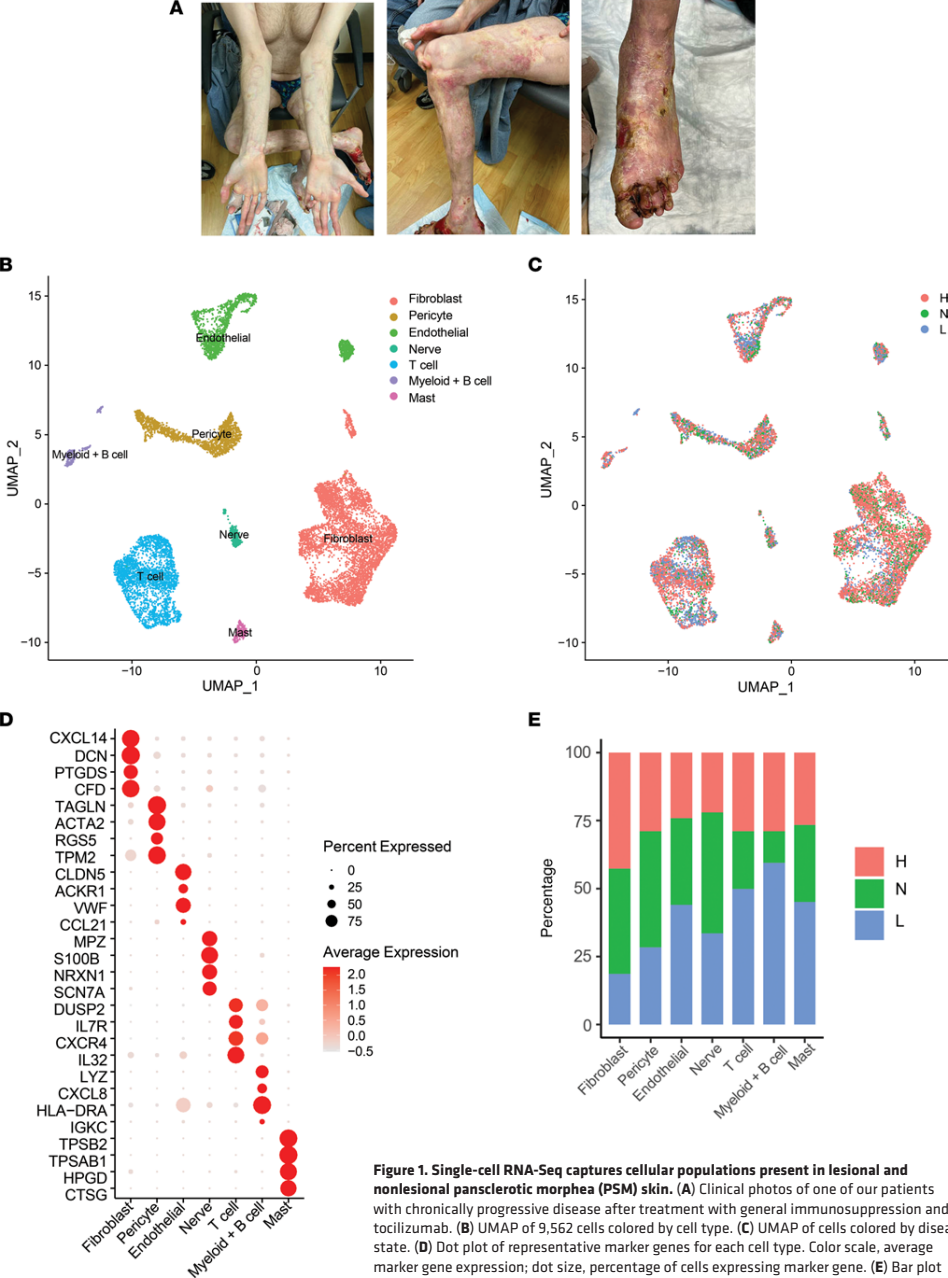
Single-cell RNA-Seq captures cellular populations present in lesional and nonlesional pansclerotic morphea (PSM) skin. (**A**) Clinical photos of one of our patients with chronically progressive disease after treatment with general immunosuppression and tocilizumab. (**B**) UMAP of 9,562 cells colored by cell type. (**C**) UMAP of cells colored by disease state. (**D**) Dot plot of representative marker genes for each cell type. Color scale, average marker gene expression; dot size, percentage of cells expressing marker gene. (**E**) Bar plot showing the relative contribution of the 3 disease states to the total number of each cell type. Values are normalized to the total number of cells for each disease state.

**Figure 2:**
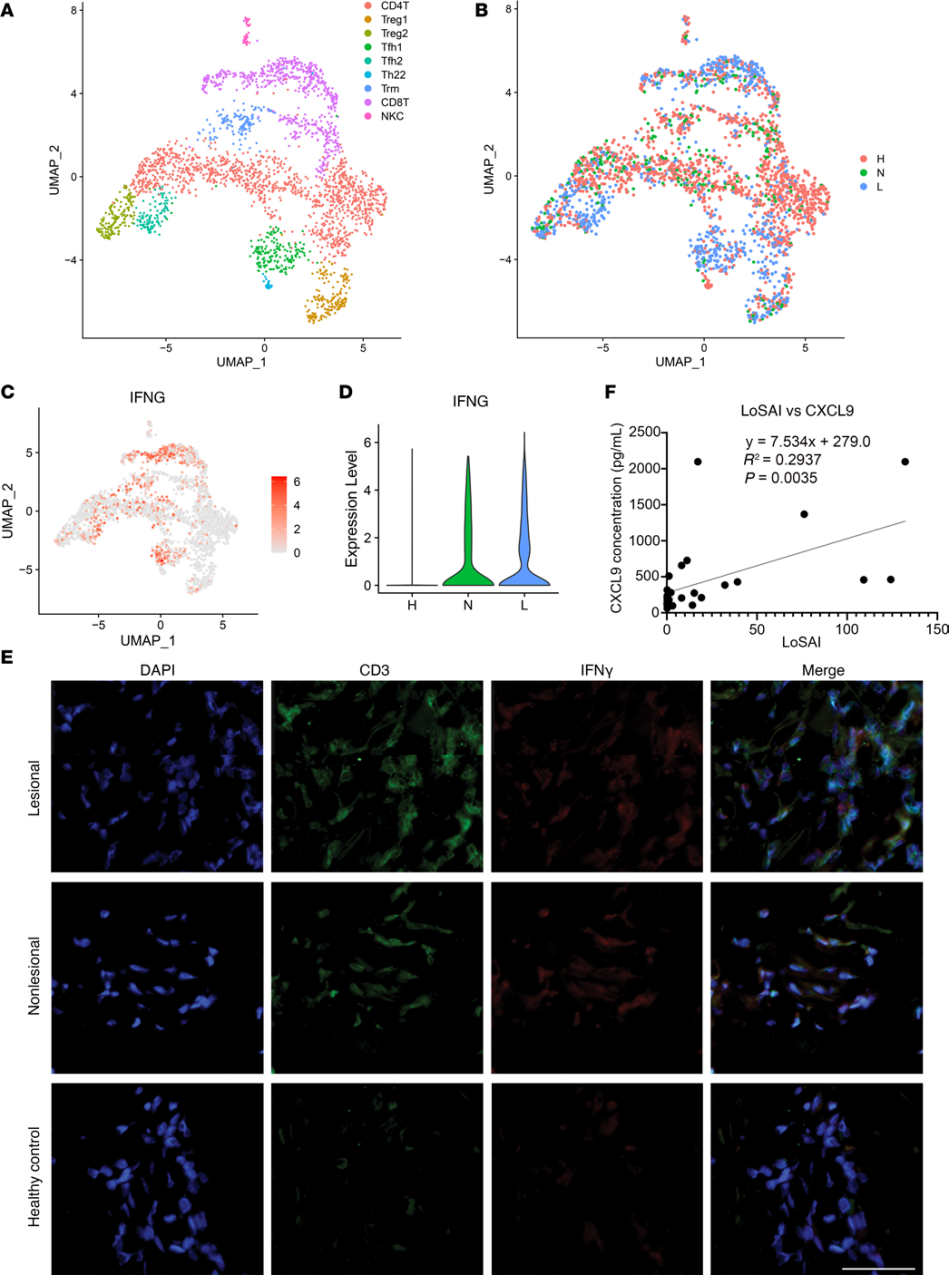
PSM exhibits high IFN-γ activity. (**A**) UMAP of 2,694 T cells colored by cell subtype. (**B**) UMAP of T cells colored by disease state. (**C**) Feature plot of IFNG expression by T cell subsets. (**D**) Violin plot of IFNG production by T cells separated by disease state. (**E**) Immunofluorescence of CD3 and IFN-γ in HC as well as lesional and nonlesional PSM. (**F**) Serum CXCL9 concentration plotted against disease severity (LoSAI) in 9 patients with PSM (linear regression analysis).

**Figure 3:**
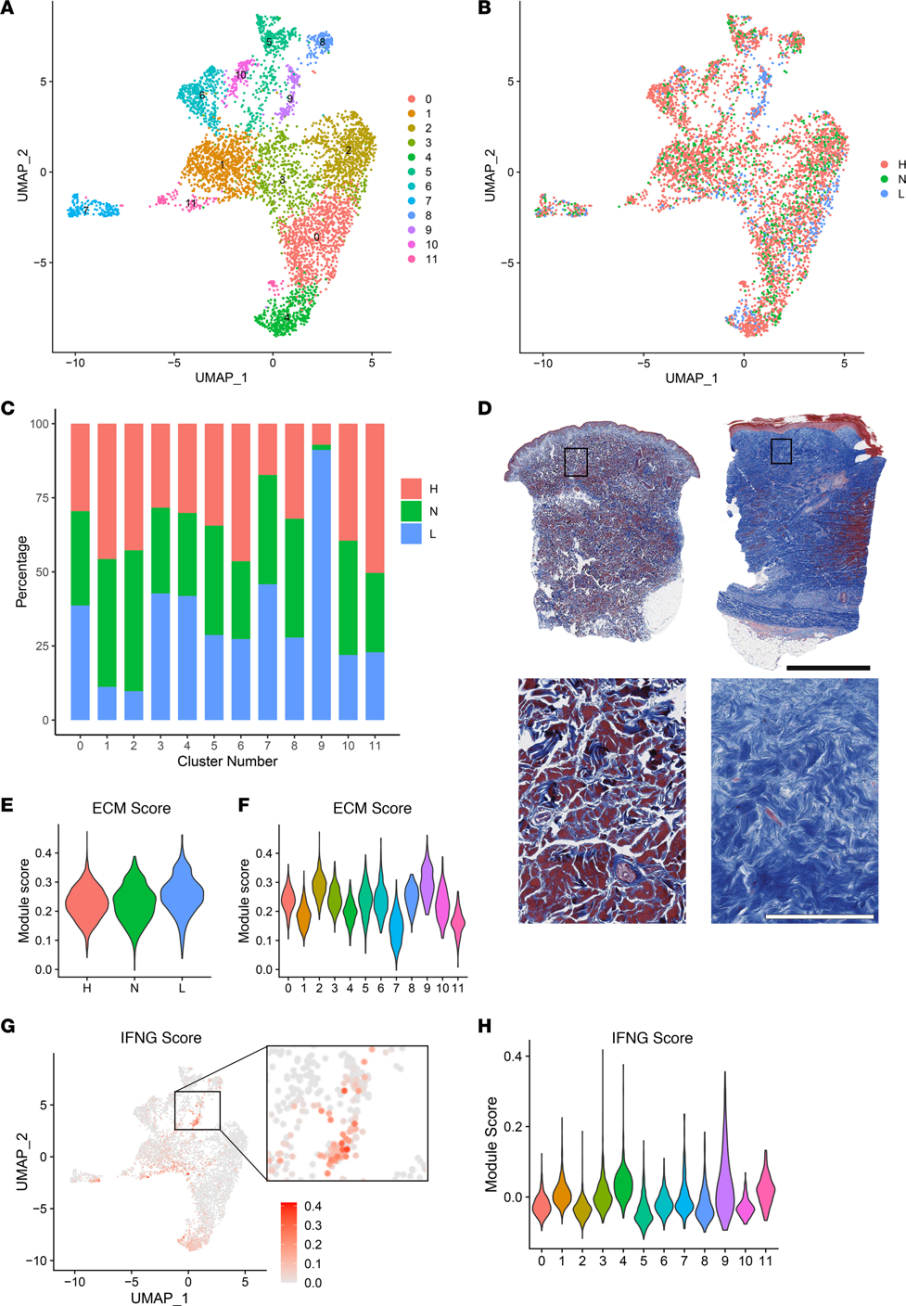
Lesional versus HC exhibit robust differences in transcriptomic profiling, and cluster 9 fibroblasts are the main lesional population contributing to ECM production. (**A**) UMAP of 5,152 fibroblasts colored by fibroblast subcluster. (**B**) UMAP of cells colored by disease state. (**C**) Bar plot showing the relative contribution of the 3 disease states to the total number of each fibroblast subcluster. Values are normalized to the total number of cells for each disease state. (**D**) Trichrome staining in HC and PSM. Black scale bar: 2 mm. White scale bar: 200 μm. (**E** and **F**) Violin plots of fibroblast scores for ECM production split by disease state (**E**) and by fibroblast subset (**F**). (**G**) Feature plots of module scores for IFN-γ. (**H**) Violin plots of fibroblast scores for the indicated cytokine modules split by fibroblast subcluster.

**Figure 4:**
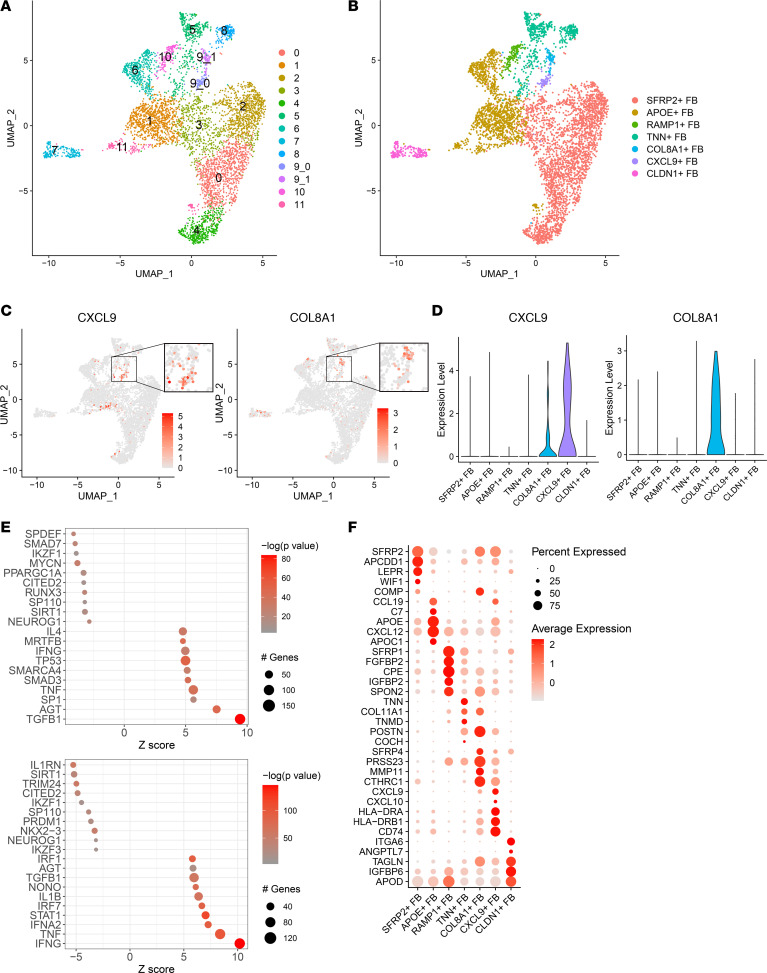
Cluster 9 fibroblasts are broken up into proinflammatory and profibrotic subgroups. (**A**) UMAP of fibroblasts with subcluster 9 broken into 9_0 and 9_1. (**B**) Annotated UMAP, with fibroblasts colored by subtype. (**C**) Feature plot of *CXCL9* and *COL8A1* gene expression. (**D**) Violin plot of *CXCL9* and *COL8A1* gene expression. (**E**) The upstream regulator analysis of *CXCL9^+^* and *COL8A1*^+^ FB marker genes. (**F**) Dot plot of representative marker genes for each fibroblast subtype.

**Figure 5:**
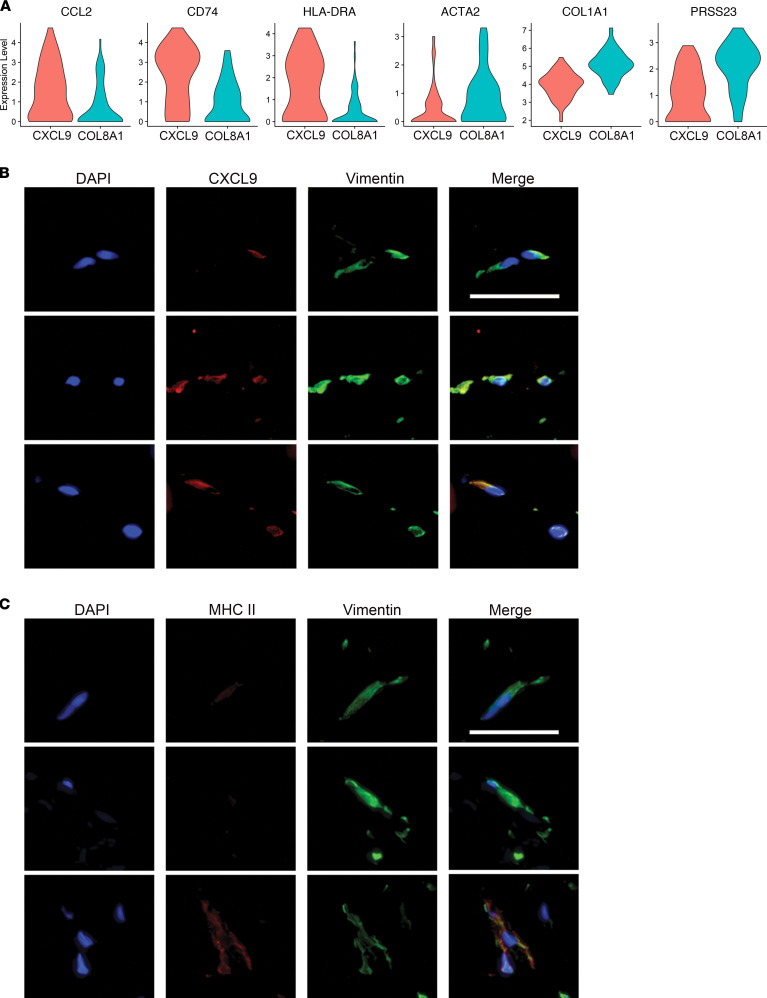
CXCL9^+^ FBs are IFN-γ responsive and distinct from myofibroblasts. (**A**) Violin plot of IFN-γ response and myofibroblast marker genes in *CXCL9^+^* and *COL8A1*^+^ FBs. (**B** and **C**) Immunofluorescence of *CXCL9* and vimentin (**B**) or vimentin and MHC II (**C**) in HC as well as lesional and nonlesional PSM skin.

**Figure 6:**
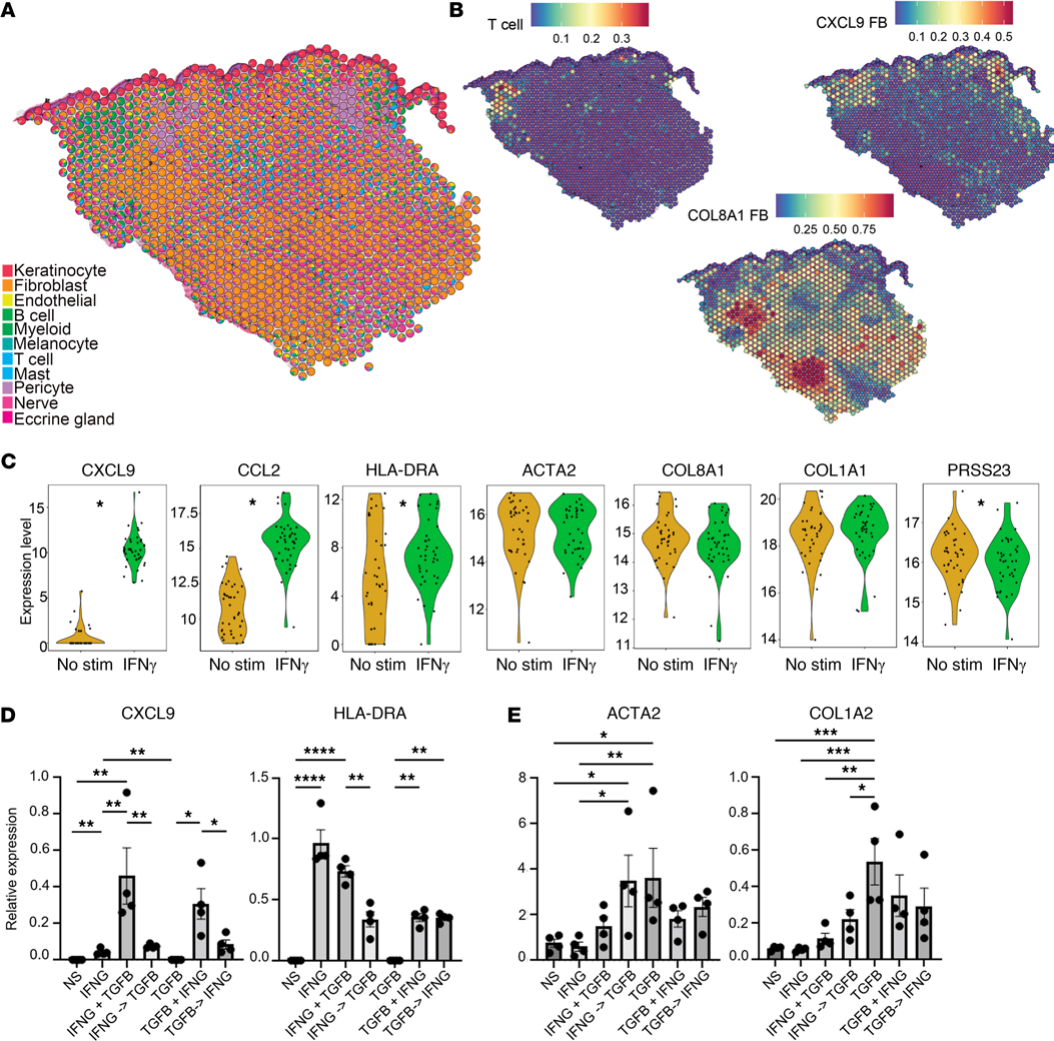
Spatial transcriptomics shows spatial proximity of CXCL9^+^ and COL8A1^+^ and of IFN-γ and TGF-β synergy in inducing CXCL9 expression in fibroblasts. (**A**) Spatial plot showing deconvoluted cell types overlaid on lesional PSM H&E. Coordinates of the spot correspond to the location in the tissue. (**B**) Subtype deconvolution describes locations of T cells and *CXCL9^+^* and *COL8A1^+^* fibroblasts on lesional PSM slice. (**C**) Bulk RNA-Seq data of healthy fibroblasts after 6-hour IFN-γ stimulation. (**D** and **E**) Relative expression of IFN-γ response genes (**D**) or myofibroblast markers (**E**) after 72-hour priming with IFN-γ or TGF-β, followed by another 72-hour incubation with the same (IFN-γ, TGF-β), other (IFN-γ**→**TGF-β, TGF-β**→**IFN-γ), or both (IFN-γ+TGF-β, TGF-β+IFN-γ) cytokines (1-way ANOVA with Sidak test, 2-tailed unpaired *t* test, *n* = 4). *P ≤ 0.05.

**Figure 7:**
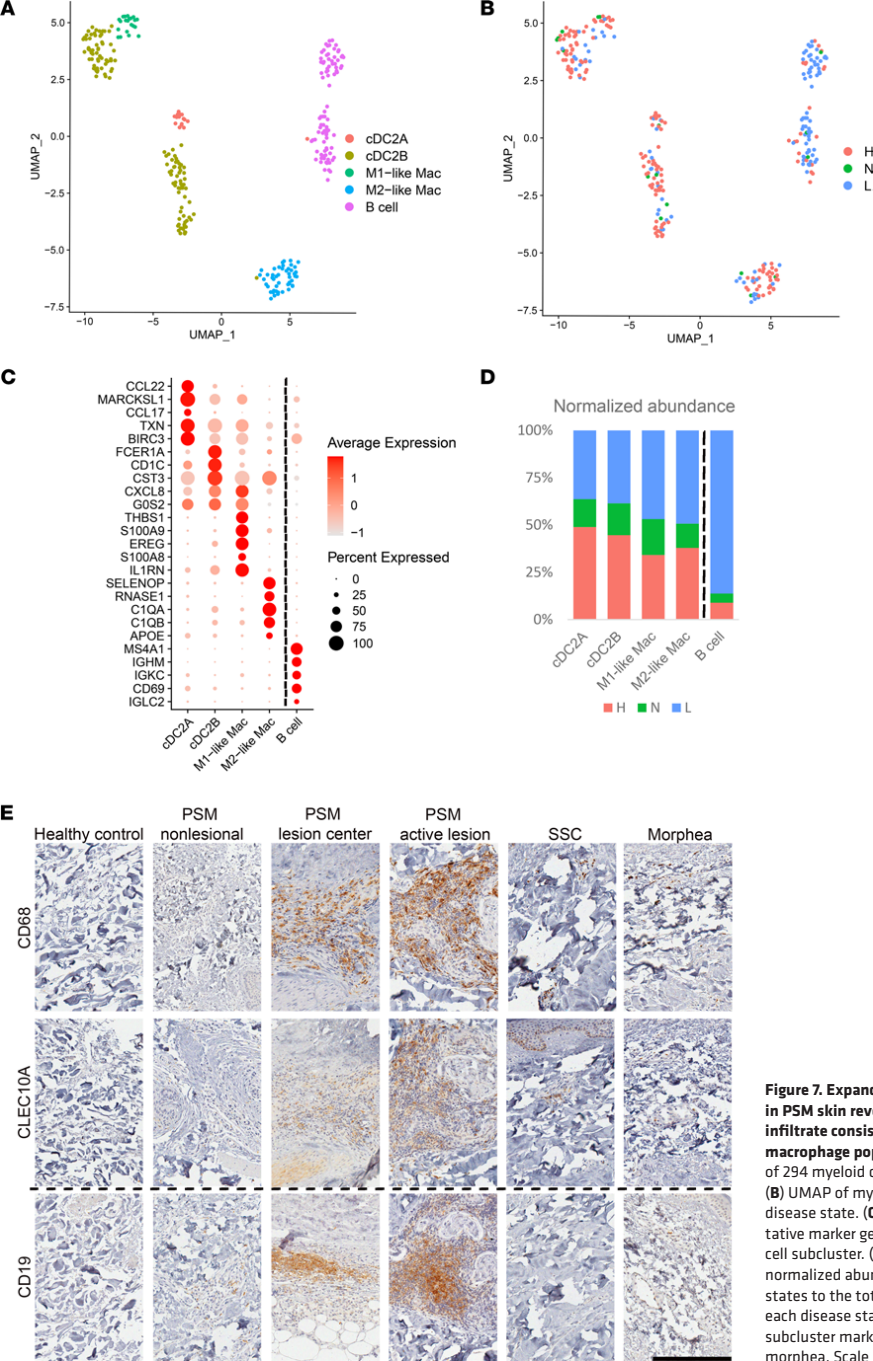
Expanded myeloid population in PSM skin reveals inflammatory infiltrate consisting of B cells, cDCs, and macrophage populations. (**A**) UMAP of 294 myeloid colored by cell subtype. (**B**) UMAP of myeloid cells colored by disease state. (**C**) Dot plot of representative marker genes for each myeloid cell subcluster. (**D**) Bar plot showing the normalized abundance of the 3 disease states to the total number of cells in each disease state. (**E**) IHC for myeloid subcluster markers in HC, PSM, SSc, and morphea. Scale bar: 200 μm.

**Figure 8:**
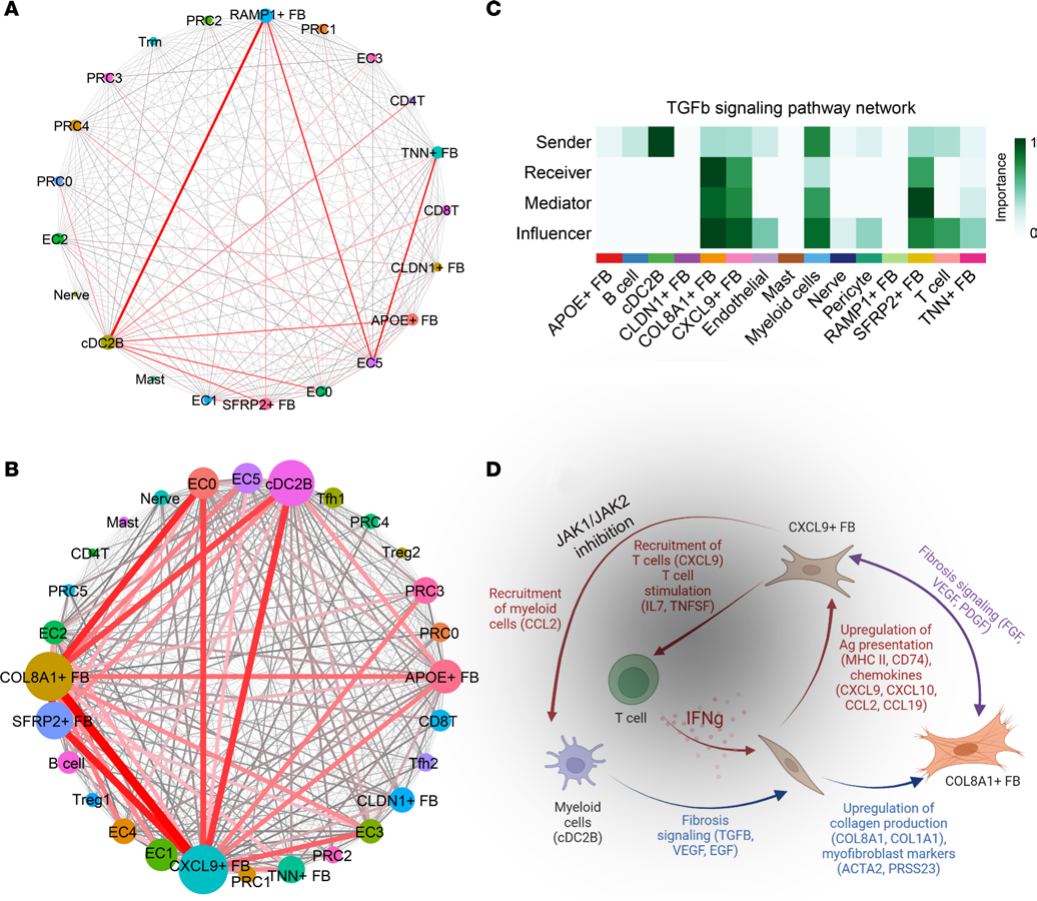
Cell-to-cell interactions in lesional skin promote the development of a profibrotic loop involving T cells, cDC2Bs, and FBs. (**A** and **B**) Connectome web analysis of interacting cell types. Line thickness is proportional to the number of interactions between 2 nodes, and cell type node size is proportional to the number of interactions to and from the cell type. (**C**) Heatmap showing the relative importance of each cell group based on the computed network centrality measures of the TGF-β signaling network. (**D**) Hypothesized T cell/FB/cDC2B crosstalk. Red indicates proinflammatory signaling, blue indicates profibrotic signaling, and purple indicates intra-FB interactions. Gray overlay indicates the area of disruption in the circuit from JAK1/JAK2 inhibition.

**Figure 9:**
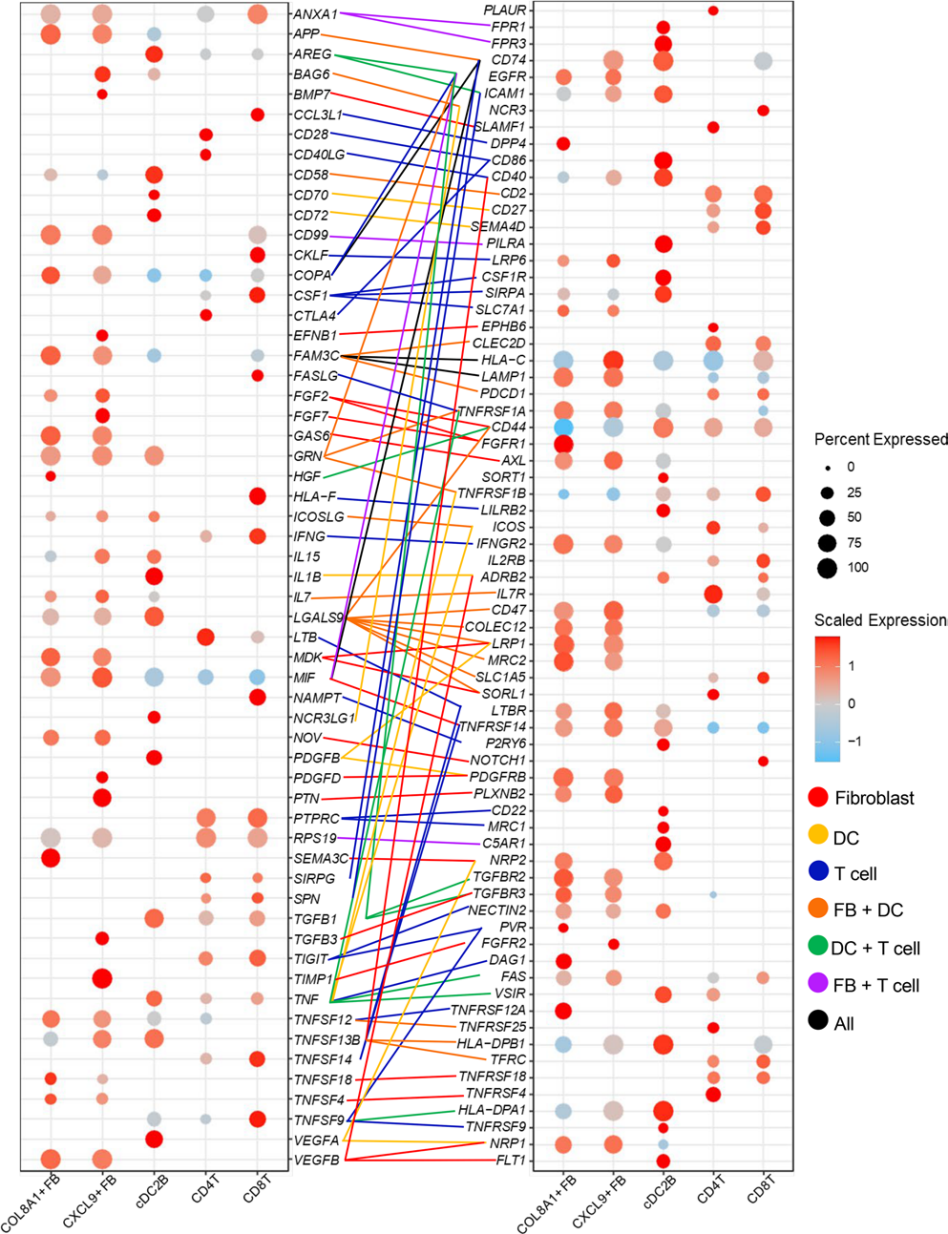
Predicted L-R interactions in lesional PSM skin. Dot plots show the expression of ligands (left) and receptors (right) in *COL8A1*^+^ FBs, *CXCL9^+^* FBs, cDC2Bs, and T cells. Lines represent the L-R interactions present, and the line color indicates the ligand-providing cell type.

# Supplementary material for: Pansclerotic morphea is characterized by IFN-γ responses priming dendritic cell fibroblast crosstalk to promote fibrosis
**Source:** JCI Insight. 2023 Aug 22;8(16):e171307. doi: 10.1172/jci.insight.171307
**Supplement:** Supplemental data

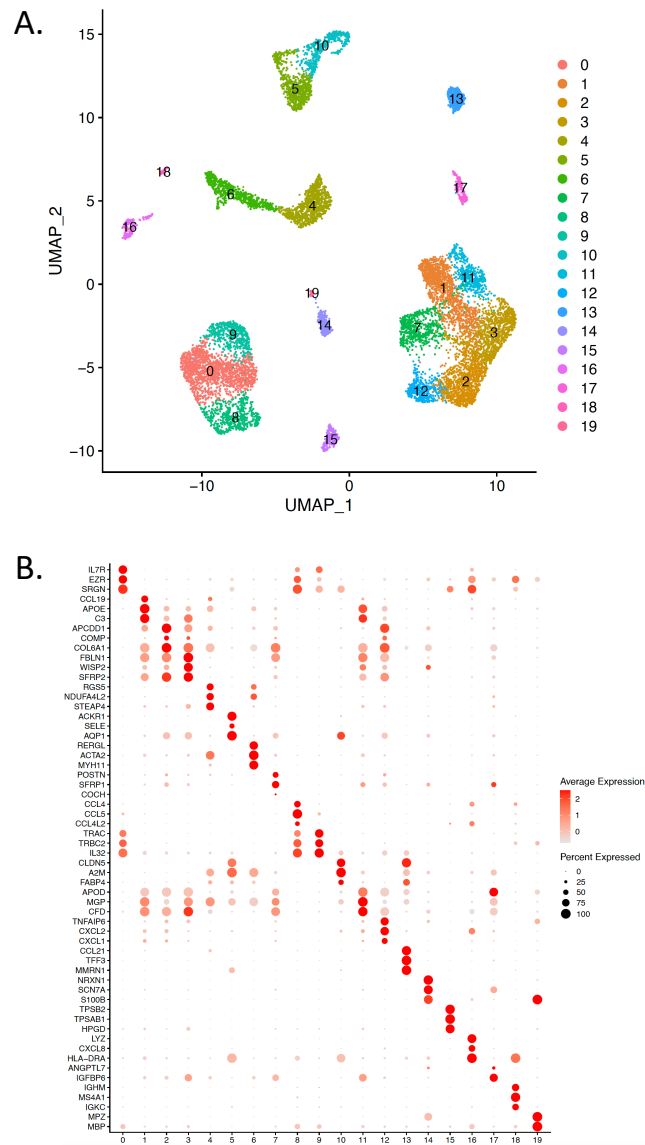

**Supplementary figure 1. Pansclerotic morphea dataset clustering.** A. UMAP plot of 11,903 cells colored by cluster. B. Dot plot of representative marker genes for each cell cluster.

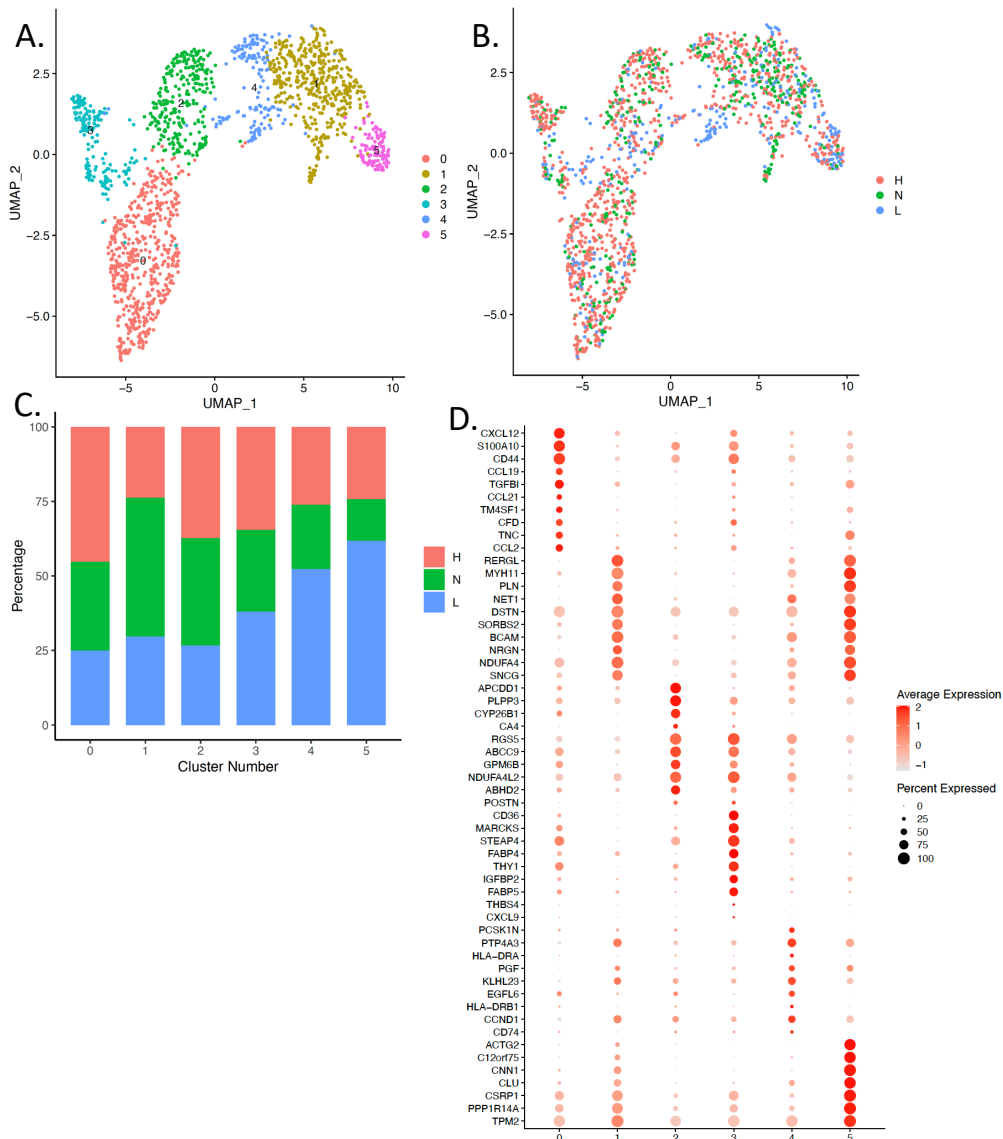

**Supplementary figure 2. Pericyte clustering.** A. UMAP of 2,694 pericytes colored by subcluster. B. UMAP of pericytes colored by disease state. D. Bar plot showing the relative contribution of the three disease states to the total number of each pericyte subcluster. C. Dot plot of representative marker genes for each pericyte subcluster.

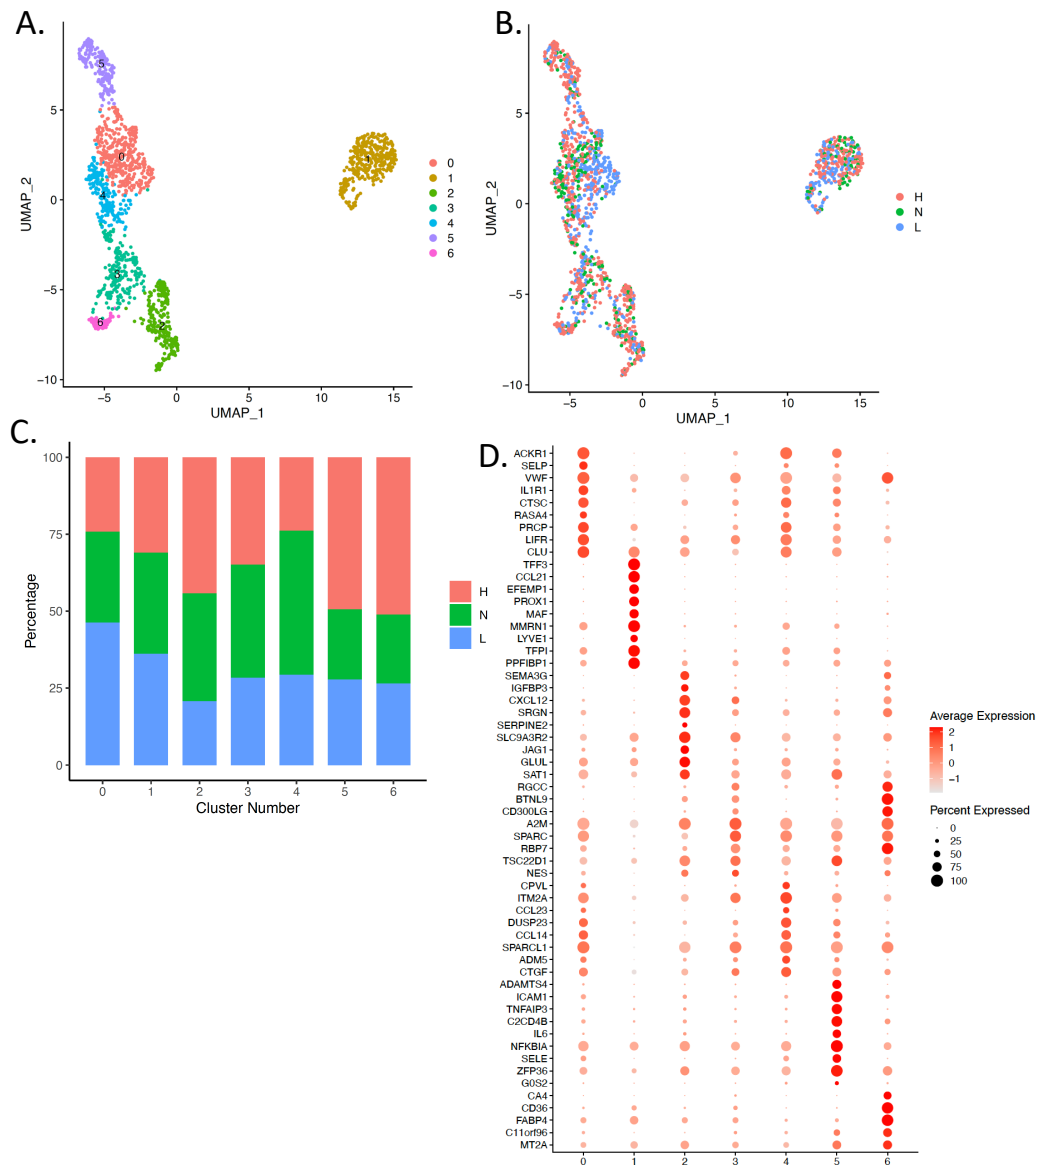

**Supplementary figure 3. Endothelial cell clustering.** A. UMAP of 1,610 endothelial cells colored by subcluster. B. UMAP of endothelial cells colored by disease state. D. Bar plot showing the relative contribution of the three disease states to the total number of each endothelial cell subcluster. C. Dot plot of representative marker genes for each endothelial cell subcluster.

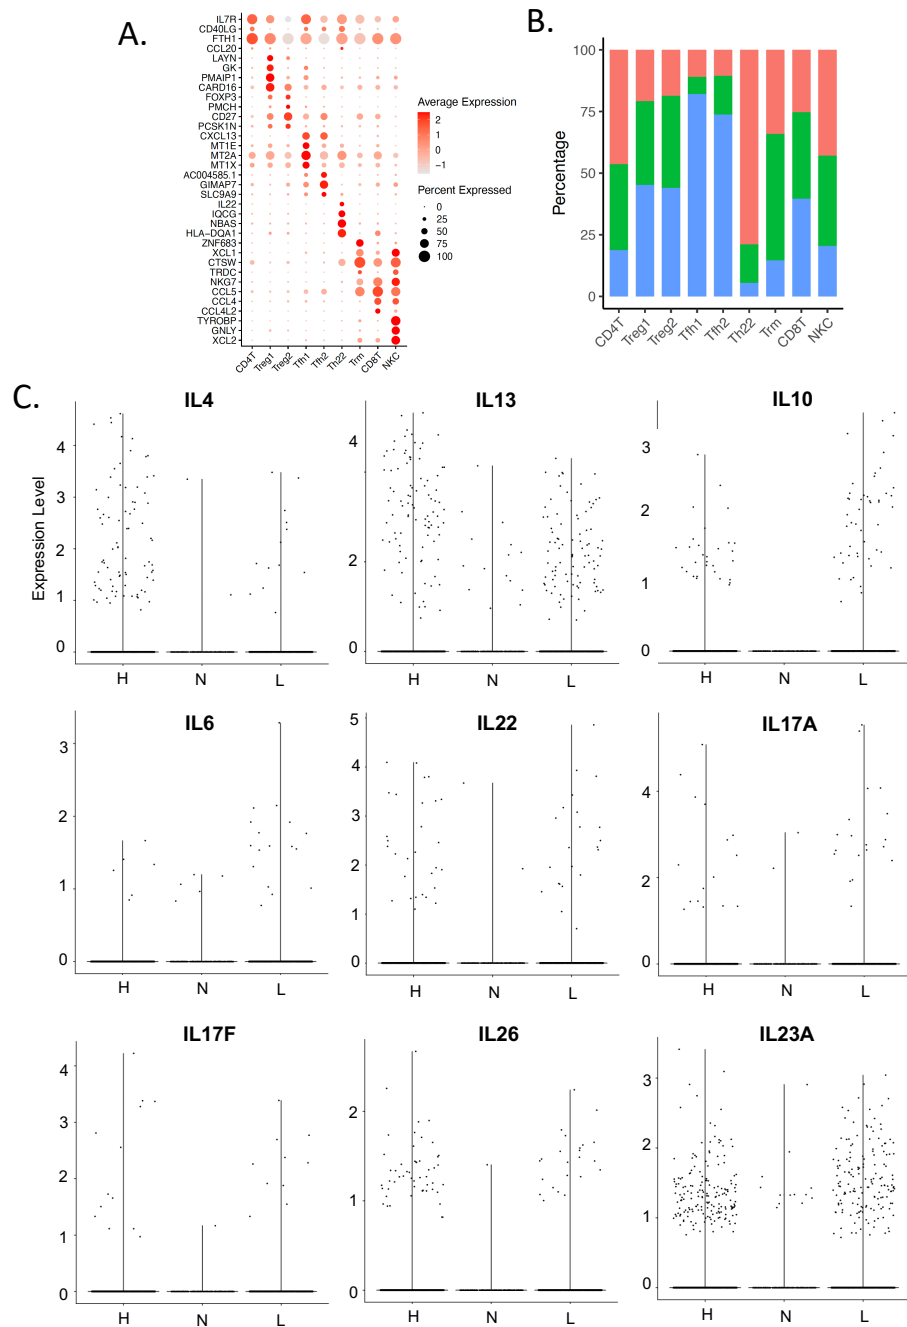

**Supplementary figure 4. PSM lesional skin contains enrichment of T cell subtypes.** A. Bar plot showing the relative contribution of the three disease states to the total number of each T cell subcluster. B. Dot plot of representative marker genes for each T cell subcluster. C. Violin plots of Th2 and Th17 cytokine expression.

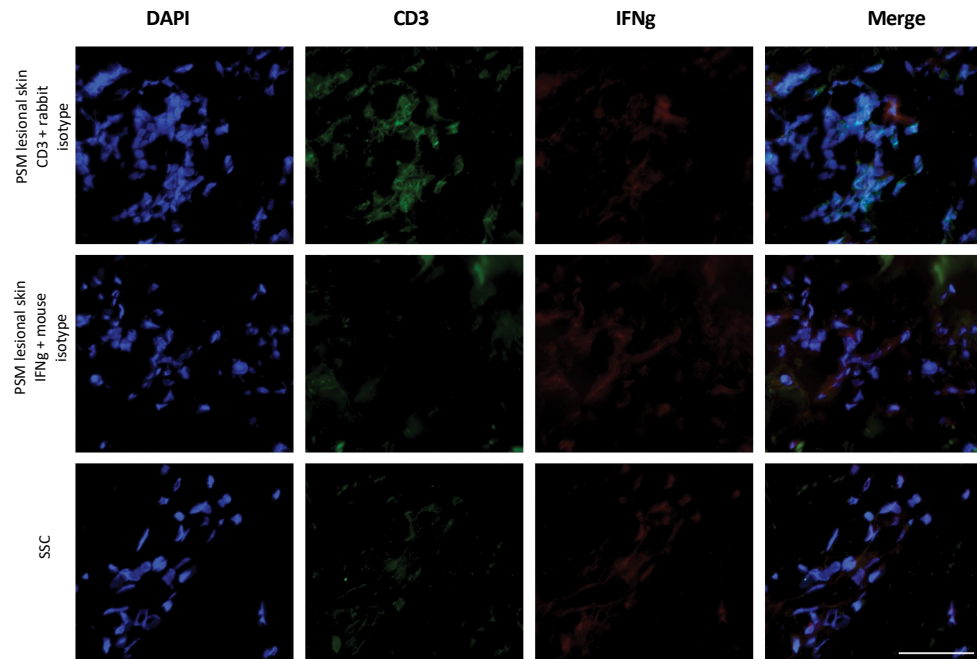

**Supplementary figure 5. Isotype controls and SSC co-staining of IFN- $\gamma$  and CD3**

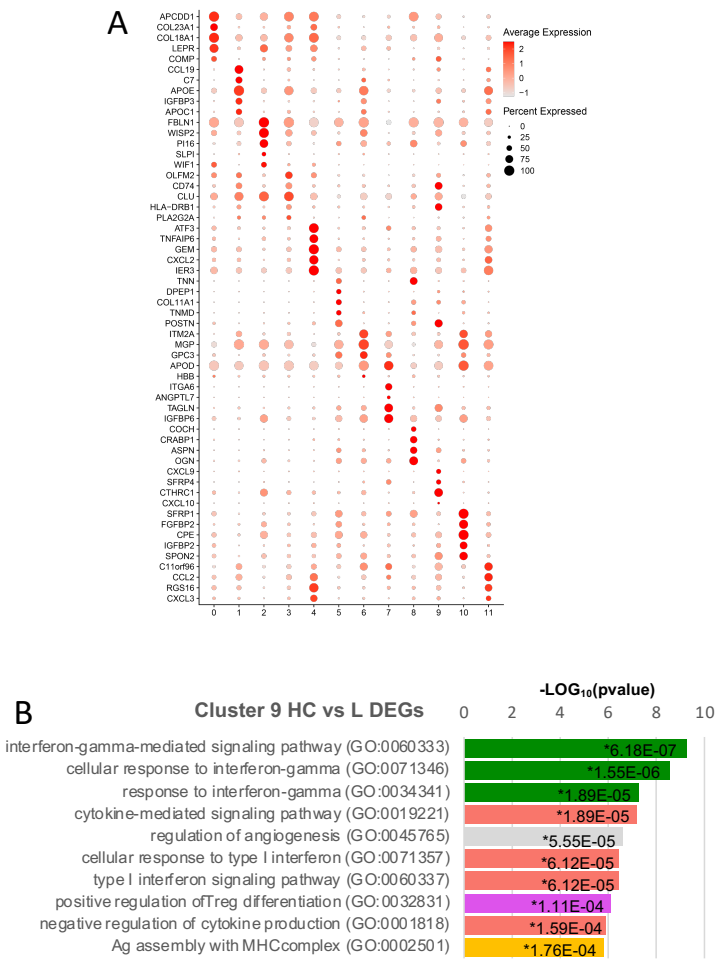

**Supplementary figure 6. Fibroblast subclustering and GO analysis.** A. Dot plot of representative marker genes for each fibroblast subcluster. B. Gene ontology analysis of upregulated DEGs in lesional PSM vs. healthy control skin in cluster 9 fibroblasts.

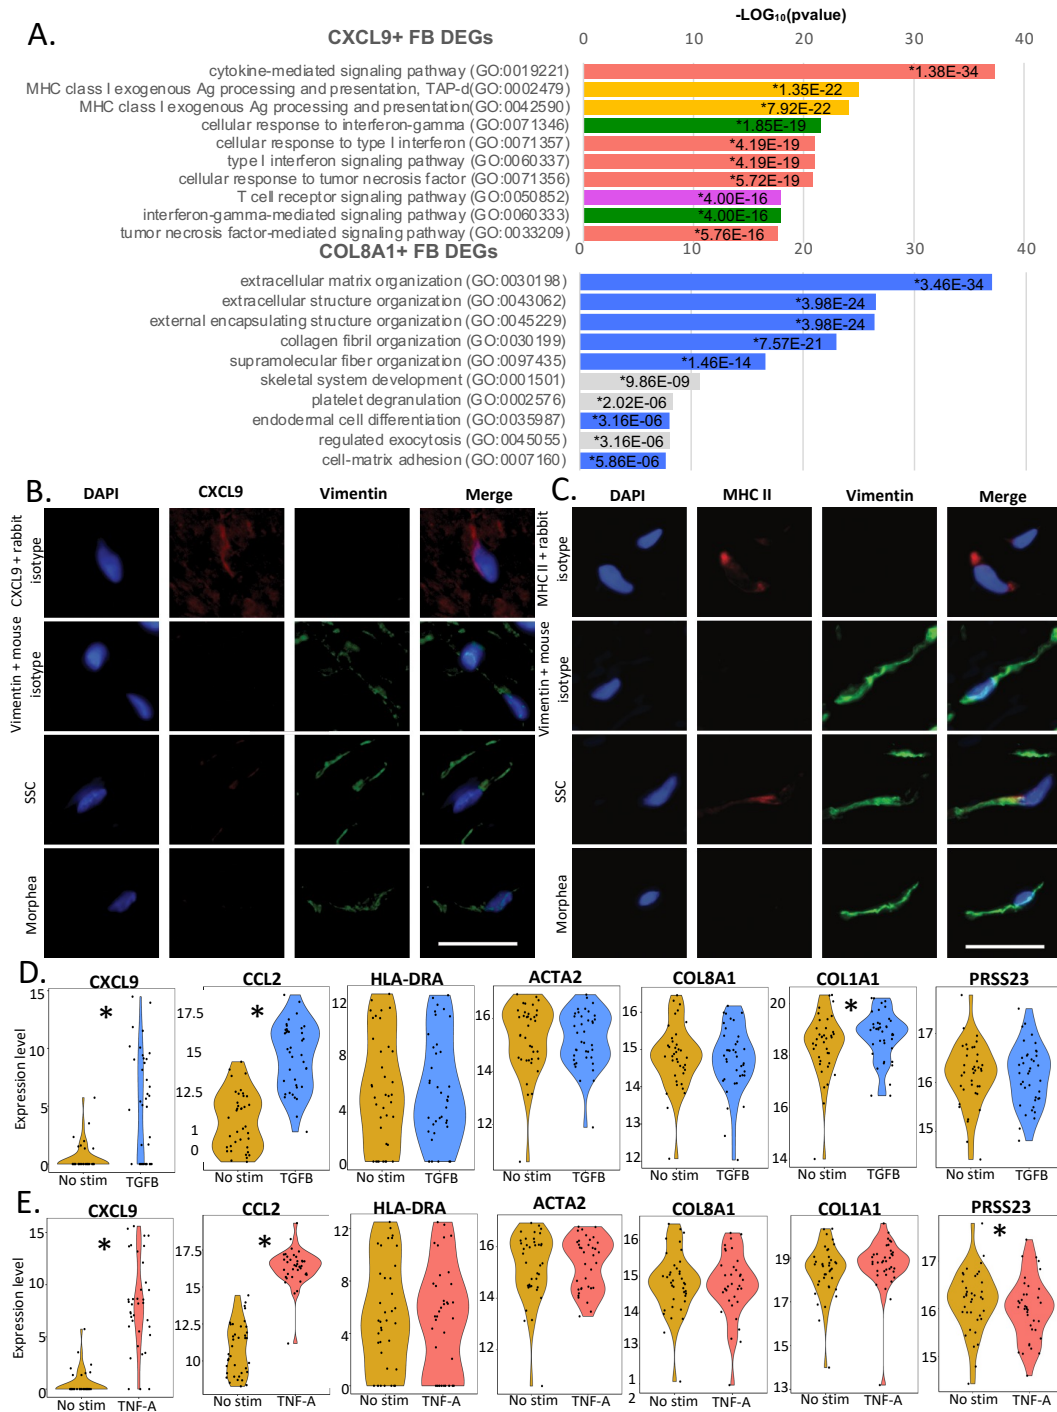

**Supplementary figure 7. Differences between *CXCL9*+ and *COL8A1*+ FBs.** A. Gene ontology of DEGs significantly upregulated in PSM lesional vs healthy *CXCL9*+ and *COL8A1*+ FBs. Red indicates inflammatory cytokine response, green indicates type II IFN response, yellow indicates antigen presentation, purple indicates T cell receptor signaling, and blue indicates ECM associated pathways. Asterisks are p adjusted values. B, C. Isotype, scleroderma, and morphea staining of *CXCL9*+ vimentin (B), and MHC II + vimentin (C). D, E. Bulk RNA-seq data of healthy fibroblasts after 6 hours TGF- $\beta$  (D) and TNF (E) stimulation.

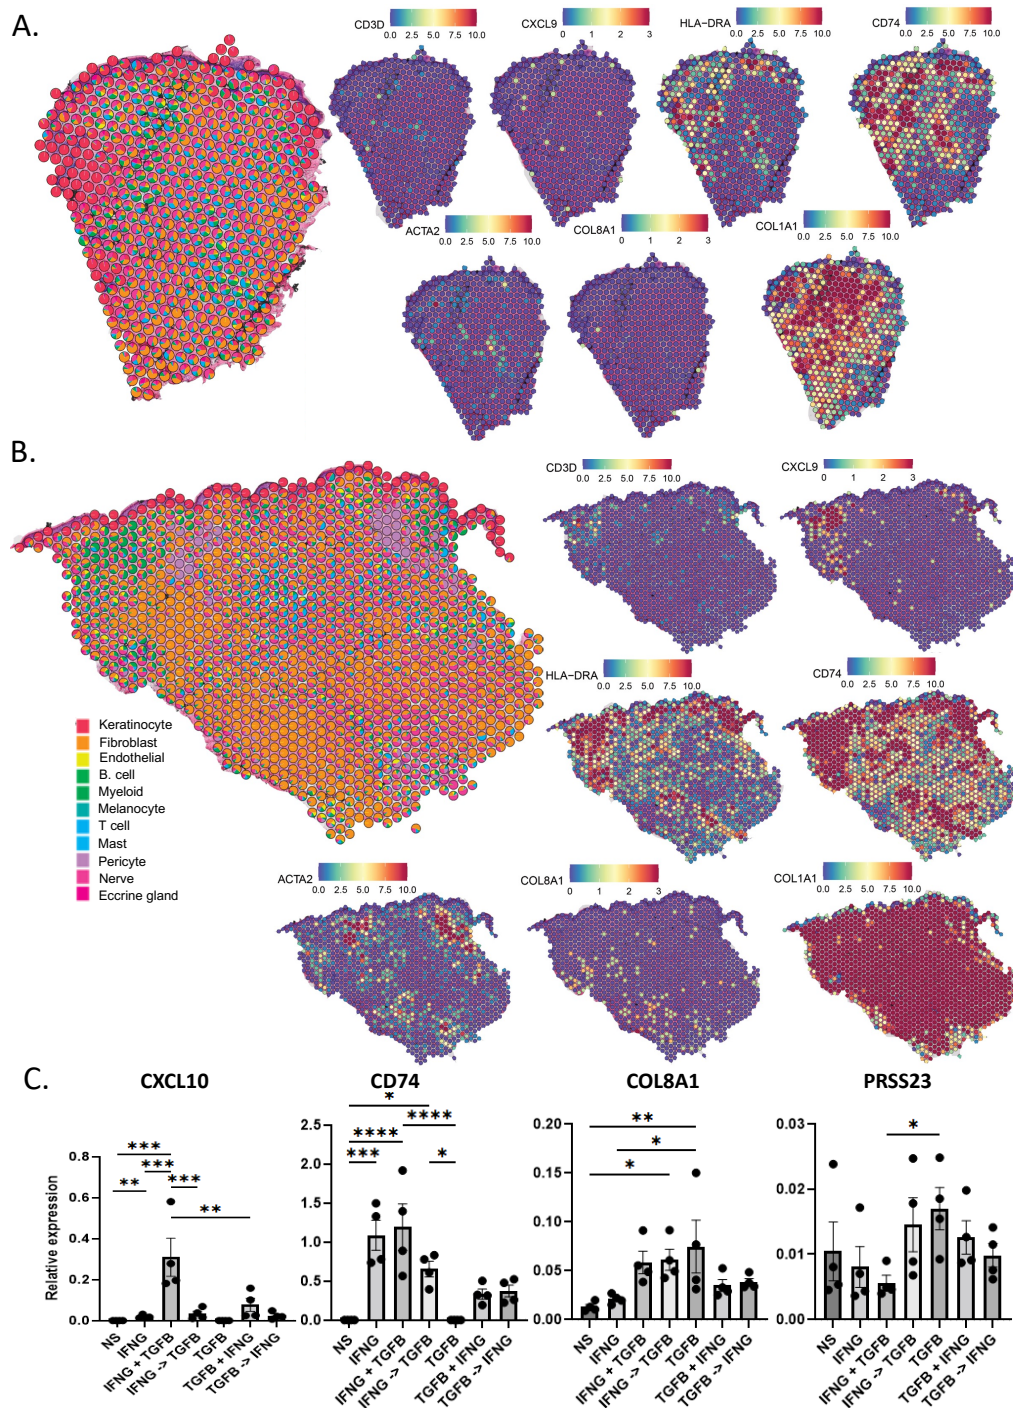

**Supplementary figure 8. Lesional and nonlesional gene expression across spatial sequencing, and *in vitro* cytokine stimulation of HC FBs.** A. Spatial plot showing deconvoluted cell types overlaid on non-lesional PSM H&E, with coordinates of the spot corresponding to the location in the tissue. Heatmaps indicate *CD3C*, *CXCL9*, *HLA-DRA*, *CD74*, *ACTA2*, *COL8A1*, and *COL1A* expression across the non-lesional spatial plot. B. Spatial plot showing deconvoluted cell types overlaid on lesional PSM H&E. Coordinates of the spot corresponding to the location in the tissue. Heatmaps indicate *CD3C*, *CXCL9*, *HLA-DRA*, *CD74*, *ACTA2*, *COL8A1*, and *COL1A* expression across the lesional spatial plot. C.

Relative expression of *CXCL10*, *CD74*, *COL8A1*, and *PRSS23* after 72-hour priming with IFN- $\gamma$  or TGF- $\beta$ , then another 72-hour incubation with the same (IFNG, TGFB), other (IFNG->TGFB, TGFB->IFNG), or both (IFNG+TGFB, TGFB+IFNG) cytokines.

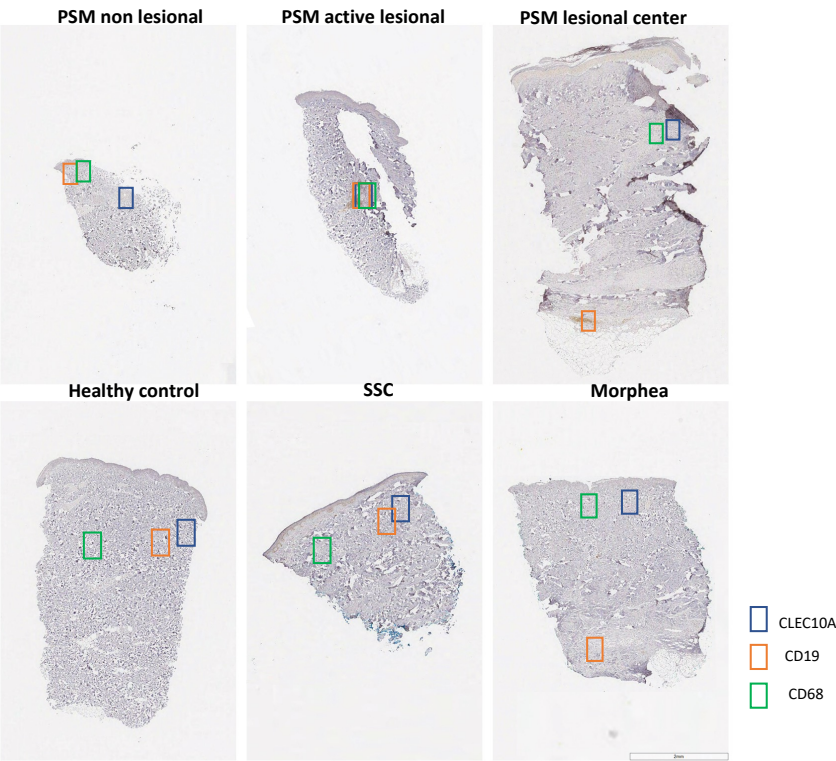

**Supplementary figure 9. Locations of IHC staining from PSM nonlesional, active lesional, and lesional center, as well as HC, scleroderma, and morphea skin.**

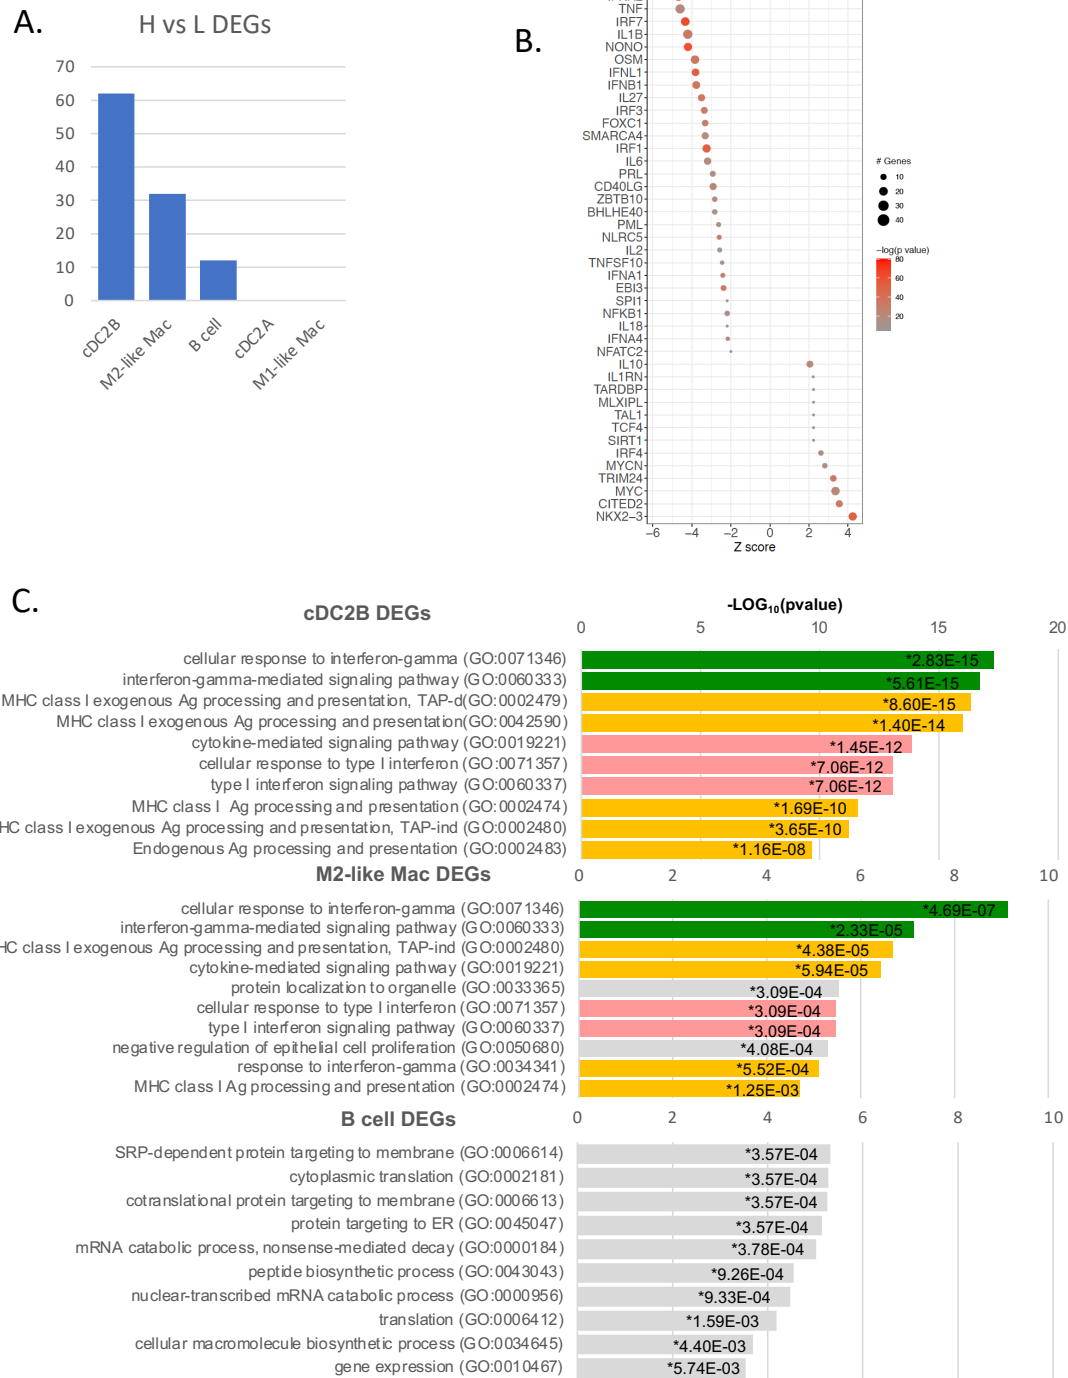

**Supplementary figure 10. Healthy vs. lesional PSM myeloid cells.** A. Bar graph of the number of DEGs significantly upregulated in PSM lesional vs. HC myeloid cells. No significant DEGs were present in M1-like macrophages. B. Upstream regulator analysis of cDC2B DEGs significantly upregulated in lesional PSM. C. Gene ontology of DEGs significantly upregulated in PSM lesional vs HC myeloid and B cells. Red indicates inflammatory cytokine response, green indicates type II IFN response, yellow indicates antigen presentation, purple indicates T cell receptor signaling, and blue indicates ECM associated pathways. Gray indicates other pathways. Asterisks are p adjusted values.

**Supplementary Table 1**

| <b>Immunofluorescence</b>                  |                                     |                       |
|--------------------------------------------|-------------------------------------|-----------------------|
| <b>Antibody</b>                            | <b>Catalog number</b>               | <b>Concentration</b>  |
| anti-Vimentin                              | ab92547                             | 1.34ug/mL             |
| anti-IFN- $\gamma$                         | ab 9498                             | 10ug/mL               |
| anti-MHC II                                | ab55152                             | 2ug/mL                |
| anti-CXCL9                                 | AF392, R&D                          | 20ug/mL               |
| anti-CD3                                   | OriGene UM500048                    | 8ug/mL                |
| Rabbit IgG                                 | ab 172730                           | As needed for primary |
| Mouse IgG1                                 | ab 280974                           | As needed for primary |
| Mouse IgG2b                                | 401201, Biolegend                   | As needed for primary |
| Goat IgG                                   | AB-108-C, Invitrogen                | As needed for primary |
| <b>Secondary Antibody</b>                  | <b>Catalog number</b>               | <b>Dilution</b>       |
| TRITC conjugated anti-rabbit IgG           | 711-025-152, Jackson ImmunoResearch | 1/200                 |
| Alexa Fluor 488 conjugated anti-mouse IgG  | 715-545-151, Jackson ImmunoResearch | 1/200                 |
| TRITC conjugated anti-mouse IgG            | 711-585-152, Jackson ImmunoResearch | 1/200                 |
| Alexa Fluor 488 conjugated anti-rabbit IgG | 711-545-152, Jackson ImmunoResearch | 1/200                 |
| TRITC conjugated anti-goat IgG             | 705-025-147, Jackson ImmunoResearch | 1/200                 |
| <b>Immunohistochemistry</b>                |                                     |                       |
| <b>Antibody</b>                            | <b>Catalog number</b>               | <b>Concentration</b>  |
| anti-CLEC10A                               | TA810180                            | 6.67ug/mL             |
| anti-CD19                                  | LS-C174739-100                      | 10ug/mL               |
| anti-CD68                                  | ab213363                            | 1ug/mL                |

How the deposited data were processed for this re-analysis (not part of the article)

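Skin biopsies were digested into single cells, and libraries were made with droplet-based scRNA-Seq as the paper describes. The libraries used here are 2 of lesional PSM skin, 2 of nonlesional PSM skin and 3 of HC skin. Lesional and nonlesional libraries were taken as pairs because their titles share a first part and their headers name the same software version, and because the paper describes biopsies of both kinds at the same time points. The titles of the 3 HC libraries share a first part as well, and their headers name the same version. Whether their spread is that of a single batch was not tested. The deviations of paired libraries from their group means correlated across genes at 0.392 in T cells and 0.473 in FBs, genes that are not independent replicates, and the pair was used as a block only in an alternative. Per the file headers and the authors' description, the count values are unique transcripts per gene and cell made with Cell Ranger on GRCh38, deposited without normalization, for 36601 genes.

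Cells were kept by the paper's limits, log-normalized, reduced to 30 principal components of 2000 variable genes, corrected for the library with a Harmony procedure written in numpy, and clustered with the Leiden method at a resolution of 0.6 on a graph of 20 nearest neighbours. Tested on simulated data of 3000 cells, the correction led from 12 clusters to 4, with a Rand index of 1. These data held 4 types in 3 libraries. Whether the correction keeps apart a kind of cell found in lesional skin alone was not tested. A cluster was named for a cell type by the difference in detection of its markers, with at least 3 markers seen in at least 25% of its cells at a log2 fold of at least 1. This naming procedure was settled after the clusters were seen, because an earlier one, on folds of pooled counts, named a cluster of 1122 cells for red blood cells and another for hair follicle, both keratinocytes by the later one. T cells, FBs and myeloid and B cells were subclustered by the same steps, with every marker and every gene of the lists held out of the variable genes. Doublets were scored with Scrublet at an expected share of 6% and left in. Shares of cell types are percentages of a library's cells other than keratinocytes, melanocytes and eccrine cells. They were compared by exact permutation of the libraries, two-sided, where 2 libraries against 3 can give no p below 0.1 and 2 against 2 none below 0.333. Intervals of single shares are exact Clopper-Pearson intervals at 95%, and a count of 0 was read as an upper limit of 3 counts. Both cover counting error only.

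For expression, counts were summed per library and class where a library held at least 10 cells of it, filtered with filterByExpr, scaled by TMM and tested with edgeR's quasi-likelihood test, lesional, nonlesional and HC libraries sharing an estimate of the spread. P-values were adjusted by Benjamini-Hochberg, at a threshold of 0.05. The classes are T cells, FBs, myeloid cells, endothelial cells, pericytes and keratinocytes, and the B cell subcluster was left out of the myeloid class after the data were seen. In all, 27 gene lists were tested with fry of limma, whose directional p asks whether the genes of a list move, on balance, one way. They were also tested with camera at an estimated correlation between genes. Both p-values were adjusted over 243 tests each for the cell types. For subclusters they were adjusted only over the lists of the same comparison and setting. The lists cover the type II and type I IFN responses, MHC class I and class II presentation, ECM, myofibroblast, TGF-β response, TNF and NF-κB response, chemokines, T cell cytokines, cytotoxic genes, exhaustion and follicular help, FB ligands, growth factors, keratinocyte activation and differentiation, endothelial activation, hypoxia and glycolysis, adipogenesis, Wnt, complement, cycling, dissociation stress, free keratinocyte RNA, sweat gland genes, blood cells and mitochondrial transcripts. The lists, the comparisons, the genes taken from the paper and the alternatives were set before the data were examined. Other named genes were picked from the results. Comparisons within or between subclusters, and their alternatives, were added later. The genes named are those the paper names for a class and, by a fixed procedure, up to 10 higher and 10 lower genes with the largest change among genes that passed, did not overlap between groups and had a mean of at least 5 counts, besides 2 to 4 genes of a list with the smallest adjusted p. Not every gene so chosen is named, and genes whose level can depend on a single person were left unnamed, and some genes of the lists are not reported here. On simulated changes in 200 genes, edgeR recovered 23.4% of T cell genes at a fold of 2 and 83.9% at a fold of 4, 14.1% and 78.0% of FB genes, and 0% and 14.6% of myeloid genes, with false calls of 8.26%, 8.91% and 0%. DESeq2 recovered 20.2% and 76.3%, 30.3% and 82.0%, and 3.30% and 40.6%, with false calls of 6.25%, 15.2% and 12.5%.

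Shares of T cells with an IFNG transcript were taken after cells were thinned to 1000 transcripts, and cells with fewer were left out. In an unnamed T cell cluster this kept 90 of 147 lesional and 56 of 121 HC cells. Module scores are the mean log-normalized level of a list less that of 100 genes per list gene from the same of 24 bins of expression. Alternatives were a stricter cell filter (at least 1000 transcripts, at most 10% mitochondrial), doublets removed, no Harmony correction, a resolution of 1.2, markers left among the variable genes, no filter on low counts, counts thinned to the smallest library of a class, DESeq2, only the 2 groups compared in the fit, the pair as a block, thinning to 500 transcripts or none, shares of all cells with keratinocytes included, module scores from summed counts, and leaving out each library in turn. Ligand-receptor scores, pathway databases, spatial, bulk, staining and serum data were not used here. The versions were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, leidenalg 0.10.2, scikit-learn 1.9.0, statsmodels 0.14.6, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and GENCODE 44.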

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

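The tests of explanations in this part were all chosen only after the results were seen. The paper does not compare the genes of endothelial cells, pericytes or keratinocytes between lesional and HC skin. By edgeR, 49 genes were higher and 104 lower in lesional endothelial cells, 17 higher and 10 lower in lesional pericytes, and 1 higher and 1 lower in lesional keratinocytes, both left unnamed because their level can depend on a single person. The endothelial total of 153 became 45 without HC library C, 70 without D, 42 without E, 55 without lesional library A, 56 without lesional library B, 321 without nonlesional library A and 313 without nonlesional library B. The pericyte total of 27 became 46 without HC library C, 6 without D, 0 without E and 13 without lesional library A. The keratinocyte total of 2 became 4 without HC library D, 19 without lesional library A, 10 without lesional library B, 7 without nonlesional library A and 1 without nonlesional library B. TGFB1 had a log2 fold change of -1.33 in T cells (adjusted p = 0.0164, and lower in both lesional libraries than in every HC library), 0.45 in FBs (adjusted p = 0.113) and 0.55 in endothelial cells (adjusted p = 0.292), where both lesional libraries were higher than every HC library. The difference between these cell types was not tested.

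Some genes of the type II IFN response were higher in lesional endothelial cells (13 of 39, with another gene lower) and pericytes (7 of 37). Neither list passed fry. Donor and software version are shared by lesional and nonlesional libraries of a pair, yet for 100% of these higher genes both nonlesional libraries lay below both lesional libraries. Free RNA from FBs or myeloid cells would bring their markers along, yet with the part that the median marker share of each allows taken away, all 13 and 7 genes still lay above every HC library in both lesional libraries, by log2 ratios with a lower quartile of at least 1.02. The same held against doublets with FBs, myeloid cells, T cells or keratinocytes. All 13 and 7 genes still lay above every HC library in both lesional libraries, by log2 ratios with a lower quartile of at least 1.02 in endothelial cells and 1.60 in pericytes. All 13 and 7 were also called without the doublets that Scrublet found. Those were 1 of 277 endothelial cells and 0 of 183 pericytes in lesional library A, and 11 of 438 and 8 of 253 in B. With so few cells removed, that step says little about doublets. An IFN response of endothelial cells and pericytes in lesional skin is a hypothesis found and tested on the same data.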

How the results depend on the processing

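Tests within or between subclusters, and their alternatives, were chosen only after the clusters were seen. Of 1640 alternative values for 151 single-gene results, 1391 kept direction and side of the threshold, 202 fell short of it, 35 passed it and 12 changed sign, and of 513 alternative values for 44 other results 416 kept their sign or, for counts, stayed within 1.5 times, 90 counts moved further and 7 differences changed sign. Of T cells, FBs and myeloid cells, edgeR recovered the fewest simulated 4-fold changes in myeloid cells (14.6%), and whether depth or the spread between libraries limits them was not tested. The comparison of CXCL9+ with COL8A1+ FBs was not run under any setting, because no CXCL9+ cluster formed among the clusters used. All markers and list genes had been held out of the variable genes there. Without the Harmony correction 247 of the 260 cells of such a cluster came from lesional library B. Unless the setting itself tests more or fewer genes or libraries, the cause was not tested for any value below.

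Without a filter on low counts, which tests more genes, the genes called were 833 (374) in lesional and 214 (18) in nonlesional against HC T cells, 105 (0) in lesional against nonlesional T cells, 2352 (970), 726 (31) and 788 (0) for the same comparisons of FBs, 251 (1) in myeloid cells, 692 (153) in endothelial cells, 428 (27) in pericytes and 30 (2) in keratinocytes, with the result as reported in parentheses. With DESeq2 they were 41 in nonlesional against HC and 15 in lesional against nonlesional T cells, 194 and 218 for the same comparisons of FBs, 58 in myeloid cells, 259 in endothelial cells, 67 in pericytes and 32 in keratinocytes, and 17 (63) between cells with and without CXCL9 and 102 (160) in the COL8A1+ cluster. With only the 2 groups compared they were 33 in nonlesional against HC T cells, 57 in nonlesional against HC FBs, 91 in myeloid cells, 353 in endothelial cells and 1 in keratinocytes, and 3 (0) gene lists passed. With the pair as a block they were 64 in T cells and 1184 in FBs, lesional against nonlesional. With thinned counts they were 170 in lesional against HC T cells, 1 in lesional against nonlesional FBs, and 0 in myeloid cells and in keratinocytes. With the stricter cell filter they were 0 in myeloid cells. Without the Harmony correction they were 2 in myeloid cells and 5 in keratinocytes, and the share of CLDN1+ FBs differed by -7.96 percentage points (3.46). For COL8A1+ against other FBs, the lesional libraries alone gave 716 (1086) genes and 13 (11) ligands and receptors, with log2 fold changes of 0.34 for HLA-DRA, 0.23 for TNFSF12 and 0.57 for TNFSF13B. In that comparison, no library but the lesional ones reached 10 cells without the Harmony correction, so library set and correction changed together against the result as reported, and the 677 genes and 7 ligands and receptors stand beside the 716 and 13 of the same libraries. There the log2 fold changes were -0.21 for CXCL9, -0.039 for CXCL10, -0.26 for CD74, -0.32 for TGFBR1, 0.20 for TNFSF12 and 0.60 for TNFSF13B, against 1.36, 1.79, 0.49, 0.07, 0.23 and 0.57 in the same libraries with the correction. With markers left among the variable genes the share of SFRP2+ FBs differed by 1.27 percentage points (-2.17).

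Leaving out each library in turn gave 137 to 535 genes in lesional and 4 to 41 in nonlesional against HC T cells, and 0 to 4 in lesional against nonlesional T cells. For FBs the same comparisons gave 81 to 936, 0 to 59 and 0 to 93. Other ranges were 0 to 115 in myeloid cells, 42 to 321 in endothelial cells, 0 to 46 in pericytes, 1 to 19 in keratinocytes, 110 to 277 in the COL8A1+ cluster, and 0 to 7 gene lists. The shares of lesional against HC skin differed by -0.659 to 1.69 percentage points for mast cells, -0.322 to 4.79 for endothelial cells and -5.11 to 0.767 for SFRP2+ FBs. CD74 in T cells ranged from -0.043 to 0.53, and COL1A1 in the COL8A1+ cluster from -0.54 to 0.65, on the log2 scale. A library left alone in its group is assumed to vary like the other groups.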

Differences from the paper's values

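The paper tested single cells as replicates, whereas libraries were the replicates here, and it used 7 HC donors where 3 HC libraries were used here. The comparisons of subclusters named below were chosen only after the clusters were seen. After filtering, 19866 cells remained, and the paper's value is 11903. The 19866 include 5487 keratinocytes, which the paper does not list among its major types. Whether the paper's total includes such cells is not stated, so the totals may cover unlike sets of cells. Of the alternatives set before the data were examined, the stricter cell filter (17745) came just within 1.5 times the paper's value and the removal of doublets (19555) did not. Myeloid and B cells numbered 516, against 294 in the paper, and here the stricter cell filter came within that range and doublets removed (513), no Harmony correction (503), resolution 1.2 (516) and markers left out for major types (500) did not. That filter left 365 myeloid and B cells and 1961 endothelial cells, and it took pericytes from 1985 to 1734, which were not weighed because the paper gives 2694 for pericytes and for T cells alike. Endothelial cells numbered 2473, against the paper's 1610, with the stricter cell filter again within that range, and doublets removed (2422), no Harmony correction (2476), resolution 1.2 (2473) and markers left out for major types (2504) not. Nonlesional skin contributed 21.7% of myeloid and B cells, each condition scaled by its cells other than keratinocytes, melanocytes and eccrine cells, against the paper's about 12% in Fig. 1E, read by eye, and the other ways to filter, cluster and name cells gave 19.3% to 23.4%. Scaled by all kept cells, a total set against the paper only after the values were seen, the value was 15.1%, within 1.5 times the paper's but with a replicate SD of 16.3, while HC skin then contributed 37.1% of endothelial cells, against about 24% in Fig. 1E, read by eye, which differs by more than 1.5 times. Lesional skin contributed 49.9% of the COL8A1+ cluster, against the paper's about 91% for its cluster 9 in Fig. 3C, read by eye. Without the Harmony correction the value was 98.9%, within 1.5 times the paper's but with a replicate SD of 95.7, and with doublets removed (49.8%), the stricter cell filter (50.03%) and resolution 1.2 (34.0%) it did not; scaled by all kept cells it was 50.5%, with a replicate SD of 42.6.

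The paper finds IFNG higher in T cells of lesional and nonlesional PSM skin. By edgeR its log2 fold change was 1.13 in lesional (adjusted p = 0.171) and 0.97 in nonlesional T cells (adjusted p = 0.446), while the share of T cells with a transcript was higher in every lesional and nonlesional library than in every HC library after thinning. In the paper CXCL9 is strongest in CXCL9+ FBs and COL8A1 nearly confined to COL8A1+ FBs. With the Harmony correction and markers held out of the variable genes, no CXCL9+ cluster formed here. The genes held out include those of the lists, so this absence is no evidence against the paper's cluster. Without the correction a cluster of 260 cells formed, 247 of them of lesional library B. CXCL9 was therefore not set against the paper by cluster. It stood at 3023 CPM in APOE+ FBs and 1243 in COL8A1+ FBs of lesional library A and at 1402 and 1345 in B. COL8A1 stood at 140 and 148 in another cluster of lesional FBs, against 398 and 124 in COL8A1+ FBs. The paper reports ACTA2, COL1A1 and PRSS23 as higher in COL8A1+ than in CXCL9+ FBs, a comparison that could not be run. Against other FBs COL8A1+ FBs had log2 fold changes of 0.31 for ACTA2 (adjusted p = 0.584), 0.57 for COL1A1 (adjusted p = 0.171) and 1.59 for PRSS23 (adjusted p = 0.00051), and within the COL8A1+ cluster cells with a CXCL9 transcript had -0.39 for ACTA2 (adjusted p = 0.798) and -0.53 for COL1A1 (adjusted p = 0.322) against cells without. With the lesional libraries alone, an alternative chosen after seeing the values, ACTA2 passed against other FBs (1.24, adjusted p = 0.011). In M1-like macrophages edgeR called 84 genes in lesional against HC skin, the M2-like marker C1QB among them, from 20 lesional cells over both libraries. The paper finds no differing genes there. It also finds none in cDC2A and most in cDC2B, whereas the cDC2-like cluster used here held both kinds and was not tested, with at least 10 cells in 1 HC library alone. Its 83 cells separated into 67 cDC2B and 16 cDC2A cells at a resolution of 1.2, and with markers left among the variable genes 73 cDC2B and 16 cDC2A cells formed. Among the genes the paper calls high in CXCL9+ FBs, CCL2 had -0.49 (adjusted p = 0.632; -0.05 without lesional library A and -1.14 without B) and TNFSF13 -2.13 (adjusted p = 0.0221) in all lesional against HC FBs, a broader comparison than the paper's, and CCL2 was higher in COL8A1+ cells with CXCL9 (1.89). The paper reports no plasma cell markers in its B cells, and here MZB1 was seen in 15.9%, DERL3 in 14.5% and TNFRSF17 in 10.1% of B cells, or 13.5%, 13.5% and 9.62% of those in lesional skin.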

Other observations

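The tests of explanations in this part were all chosen only after the results were seen. Several IFN-induced genes were higher in vessel cells of lesional skin. In endothelial cells CXCL11, a chemokine for T cells, stood at 105 ± 29.6 CPM in lesional (SD, n = 2 libraries) and 3.87 ± 3.07 in HC skin (SD, n = 3), a log2 fold change of 4.67 (standard error 0.43, adjusted p = 0.00156 from edgeR). GBP1 had 2.75 (adjusted p = 0.00154), GBP5 3.52, UBD, a ubiquitin-like modifier, 5.68 and IDO1 3.94, and 13 of 39 type II IFN genes were higher and 1 lower (21 and 3 adjusted over the list alone, fry adjusted p = 0.0943). CXCL10 had 4.50 and CXCL9 5.16, and neither passed with DESeq2 (adjusted p = 0.309 and 0.151), CXCL9 had 2.63 without lesional library A and 7.97 without HC library D, and IDO1 had 2.50 without lesional library A. In pericytes GBP4, a GTPase (ENSG00000162654, chromosome 1, 89181144 to 89198942), rose from 3.77 ± 2.10 to 133 ± 55.3 CPM (5.14, standard error 0.49, adjusted p = 0.00492), CXCL9 had 10.69 (adjusted p = 0.0163), CXCL10 8.54, GBP2 3.39, IFI44L 2.95 and SKAP2, an adaptor protein of immune cells, 4.14. Of 37 type II IFN genes 7 were higher in pericytes (23 and 2 lower adjusted over the list alone) and of 9 MHC class II genes 4 (8 adjusted over the list alone), and neither list passed fry (adjusted p = 0.102 and 0.101). The metallothionein genes MT1A (-5.31) and MT1M (-4.61) were lower in endothelial cells, and MT1A (-3.23) and the glucose transporter SLC2A3 (-2.16, adjusted p = 0.0368) in pericytes. Endothelial IL6 (-3.57) and CSF3 (-2.78), a pair of 4 lower genes among 19 of the TNF and NF-κB response (0 higher and 7 lower adjusted over the list alone), and the growth factors HBEGF (-1.77) and VEGFA (-1.52) were lower too, as were HIGD1B, a pericyte gene (-5.48), and 4 of 21 dissociation stress genes (12 adjusted over the list alone). VEGFA did not pass with DESeq2 (adjusted p = 0.0538), nor VEGFA and CSF3 with doublets removed (adjusted p = 0.0611 and 0.0779). Of the 17 named endothelial genes, 7 did not pass edgeR's test without HC library C (adjusted p from 0.0501 to 0.142), 6 without D (0.0533 to 0.0950), 9 without E (0.0543 to 0.147), 12 without lesional library A (0.0580 to 0.281) and 6 without lesional library B (0.0613 to 0.160), and of the 8 named pericyte genes 5 did not without D (0.0593 to 0.0749), 8 without E (0.112 to 0.180), 5 without lesional library A (0.0504 to 0.380) and 2 without lesional library B (0.0771).

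Keratinocytes showed little by single genes. Of 24 type I IFN genes edgeR called 0, with 13 at an unadjusted p under 0.05, 6 higher when adjusted over the list alone and 0 called by DESeq2. Of 32 TGF-β response genes edgeR called 0 (10 at an unadjusted p under 0.05, 4 lower adjusted over the list alone, 1 by DESeq2), of 15 keratinocyte activation genes 0 (8, 2 lower and 2) and of 17 differentiation genes 0 (3, 2 higher and 0). In FBs 4 of 13 endothelial activation genes were higher and 1 lower, 2 of 7 growth factors higher and 1 lower, 2 of 14 hypoxia and glycolysis genes lower and 1 of 10 mitochondrial transcripts lower. Of 21 TNF and NF-κB response genes edgeR called 0 in lesional against HC FBs (2 at an unadjusted p under 0.05, 1 by DESeq2), and likewise 0 of 12 keratinocyte genes that mark free RNA (1 and 1), 0 of 6 cycling genes (2 and 0) and 0 of 3 blood cell genes (3 and 1).

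Over the 6 classes, 26 of 4987 genes tested in all of them differed between lesional and HC libraries without overlap and by a log2 fold of at least 1 in at least 5 classes, 14 higher and 12 lower. For 13 of these 26, or 50%, both nonlesional libraries lay on the lesional side of every HC library in FBs, against 28.5% of all genes. Of 8 higher genes from the IFN and MHC lists 0 did so and of the other 18 genes 13, a division made after the result and given as description. Lesional skin itself, and the donor or software version that differ between PSM and HC libraries, cannot be told apart as causes for the 26 genes as a set, because the nonlesional libraries are split evenly.

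Some dissociation stress genes were lower in lesional FBs, 2 of 21 by edgeR (5 adjusted over the list alone, and 1 higher and 6 lower by DESeq2), and in lesional endothelial cells, 4 of 21 (12 adjusted over the list alone, 11 by DESeq2), and the list passed fry in neither (adjusted p = 0.557 and 0.237). Their mean log2 CPM was 10.10, 10.09 and 10.00 in FBs of HC libraries C, D and E, 8.71 and 9.90 in lesional libraries A and B, and 8.55 and 10.12 in nonlesional libraries A and B, so that the highest nonlesional library lay above the lowest HC library (a gap of -0.124). In endothelial cells the values were 9.65, 9.70 and 9.70, then 7.83 and 8.61, then 7.10 and 8.81, and both nonlesional libraries lay below every HC library (a gap of 0.838). In endothelial cells these values argue against lesional skin itself as the cause, since nonlesional skin of both pairs was low as well. In FBs lesional skin itself and tissue handling, or another difference between PSM and HC libraries, cannot be told apart. There nonlesional library A was low like lesional library A, while nonlesional library B lay above every HC library and lesional library B below.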
